# Induction of a chromatin boundary in vivo upon insertion of a TAD border

**DOI:** 10.1371/journal.pgen.1009691

**Published:** 2021-07-22

**Authors:** Andréa Willemin, Lucille Lopez-Delisle, Christopher Chase Bolt, Marie-Laure Gadolini, Denis Duboule, Eddie Rodriguez-Carballo

## Abstract

Mammalian genomes are partitioned into sub-megabase to megabase-sized units of preferential interactions called topologically associating domains or TADs, which are likely important for the proper implementation of gene regulatory processes. These domains provide structural scaffolds for distant *cis* regulatory elements to interact with their target genes within the three-dimensional nuclear space and architectural proteins such as CTCF as well as the cohesin complex participate in the formation of the boundaries between them. However, the importance of the genomic context in providing a given DNA sequence the capacity to act as a boundary element remains to be fully investigated. To address this question, we randomly relocated a topological boundary functionally associated with the mouse *HoxD* gene cluster and show that it can indeed act similarly outside its initial genomic context. In particular, the relocated DNA segment recruited the required architectural proteins and induced a significant depletion of contacts between genomic regions located across the integration site. The host chromatin landscape was re-organized, with the splitting of the TAD wherein the boundary had integrated. These results provide evidence that topological boundaries can function independently of their site of origin, under physiological conditions during mouse development.

## Author summary

During development, enhancer sequences tightly regulate the spatio-temporal expression of target genes often located hundreds of kilobases away. This complex process is made possible by the folding of chromatin into domains, which are separated from one another by specific genomic regions referred to as boundaries. In order to understand whether such boundary sequences require their particular genomic contexts to achieve their isolating effect, we analyzed the impact of introducing one such boundary, taken from the *HoxD* locus, into a distinct topological domain. We show that this ectopic boundary splits the host domain into two sub-domains and affects the expression levels of a neighboring gene. We conclude that this sequence can work independently from its genomic context and thus carries all the information necessary to act as a boundary element.

## Introduction

Inside the cell nucleus, mammalian genomes are organized at various levels or resolution, from the nucleosomal scale to chromosome territories [1]. At the intermediate level, the use of whole-genome chromosome conformation capture techniques (such as Hi-C) in interphase cells identified sub-megabase to megabase (Mb) structures referred to as topologically associating domains (TADs). These domains appear as discrete on-diagonal pyramid shapes in Hi-C maps, reflecting a high frequency of internal interactions, which seemingly participate in enhancer-promoter communication [2,3]. The limits between TADs are usually referred to as boundaries (or borders) and display variable strengths in terms of contact blockage, often expressed as their insulation score [4]. In the vast majority of cases, TAD boundaries host binding sites for CTCF and they are associated with other features including housekeeping genes and CpG islands [2,5,6].

In vertebrates, the CTCF protein and the cohesin complex participate in DNA interactions, likely through a loop extrusion mechanism: once loaded onto the DNA, the cohesin complex extrudes chromatin, a process stabilized or stalled whenever the cohesin complex encounters bound CTCF sites, preferentially of convergent orientation, or when two loops collide [7,8]. Although the depletion of these proteins or some of their co-factors alters the formation of loops and TADs genome-wide, it seems to have only minor effects on gene expression [9–14], raising questions regarding the impact of chromatin structure upon genome function [15]. In this context, it was proposed that chromosome topology may refine the action and timing of distant enhancers on their target genes during development [16–18], implying that the importance of such structures should be considered on a case-by-case basis, rather than drawing too global conclusions.

A useful experimental approach to study TADs and their boundaries in a locus-specific manner is to engineer alleles with deletions of specific elements. In some loci, deletions of boundaries or rearrangements of TADs were associated either to cancer [19] or to developmental defects, as seen for example with *Xist* [3], *Wnt6/Ihh/Epha4/Pax3* [20], *HoxD* [21,22], *Firre* [23], *Sox9/Kcnj2* [24] or *Shh* [25]. In contrast, while fewer examples exist where TAD boundaries were inserted into specific genomic locations, they showed different levels of impact upon the surrounding chromatin environment [23,26,27]. Therefore, the capacity of some DNA sequences to act as TAD borders and their effect on gene regulation might in part depend on the host genomic context. Alternatively, the ability of a given TAD boundary element to delimit a chromatin domain may be mostly encoded in its underlying sequence.

The TAD structure of the *HoxD* locus has been studied in some details. The *HoxD* gene cluster itself contains a strong TAD boundary separating two distinct regulatory landscapes referred to as C-DOM and T-DOM, each hosting series of enhancers. The T-DOM TAD is further divided into two sub-TADs at the level of a DNA segment called CS38-40, which contains a limb enhancer, a CpG island in close proximity to the transcription start site (TSS) of the *Hog* and *Tog* long non-coding RNAs (lncRNAs) and three occupied CTCF sites all oriented towards the gene cluster [21,22,28]. This region helps to properly implement the timing of limb enhancer action and constitutes a bona fide topological boundary, for its deletion abrogates the observed contact segregation, whereas its inversion reinforces it [18]. We wondered whether this boundary region would by itself carry the capacity to create a topological boundary when positioned into a different genomic context *in vivo*, and hence we generated transgenic mouse models with random ectopic integrations of this region. We report the ability of this region to be accessed by both CTCF and the cohesin complex, and show that this boundary was able to split the 1.2 Mb-large host TAD into two sub-structures. These topological changes were accompanied by a decrease in the expression of the *Btg1* gene, the only protein-coding gene present inside the host TAD, further illustrating the functional impact of introducing CS38-40 at an ectopic site.

## Results

### Region CS38-40 is a sub-TAD boundary of the *HoxD* locus

Through series of deletions and inversions *in vivo*, we recently showed that region CS38-40, located within the large T-DOM TAD flanking the *HoxD* cluster, was capable to act as a topological border [18]. We further evaluated the properties of this region by generating Hi-C datasets using mouse limb cells at embryonic day 12.5 (E12.5) in a mutant line bearing a deletion of CS38-40 (*del(CS38-40)*) [18,29] along with wild-type control cells. We identified topological domains (TADs or sub-TADs) using the insulation-based hicFindTADs algorithm and confirmed the partitioning of the T-DOM TAD into two sub-domains at the level of CS38-40 in wild-type limbs. This boundary however appeared relatively weak and was only identified with the smallest window size that was applied (240 kb) (Fig 1A and 1C, light blue bars and track; S1 Table). Using the same algorithm and parameter values, we did not detect the splitting of the T-DOM in *del(CS38-40)* (Fig 1B, light red bar and S1 Table), demonstrating the merging of the two T-DOM sub-TADs into one single structure. Taken together, these results confirm that region CS38-40 is a bona fide sub-TAD border, validating previous observations [18,21,28].

**Fig 1:**
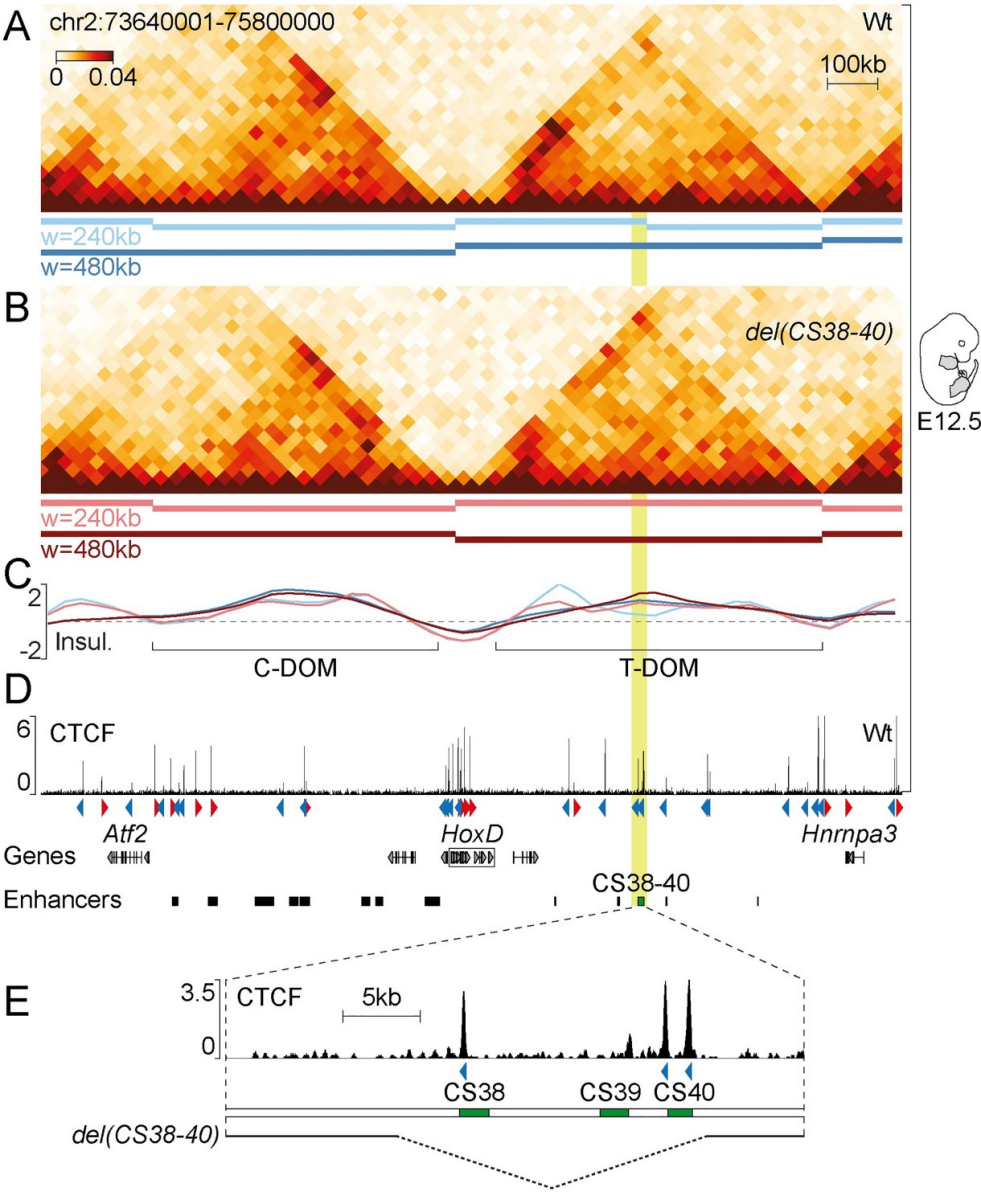
Region CS38-40 is a sub-TAD boundary of the *HoxD* locus. (A, B) Hi-C of the *HoxD* locus in wild-type (A) and *del(CS38-40)* (B) whole limbs at E12.5. Topological domains (TADs or sub-TADs) were identified using a window size (w) of 240 kb (light-coloured bars) or 480 kb (dark-coloured bars) and are represented below each Hi-C heatmap. (C) Insulation scores computed with two different window sizes (see above). (D) Wild-type ChIP-seq of CTCF in E12.5 whole limbs. CTCF orientations are indicated by red or blue arrowheads. (E) Magnification of region CS38-40 (mm10, chr2:75122684–75160161; highlighted in light green in previous panels) from panel D. The extension of the deletion in *del(CS38-40)* (mm10, chr2:75133816–75153815) is shown as a dashed line at the bottom.

Region CS38-40 contains three highly conserved non-coding sequences (CS38, CS39 and CS40) as well as a limb enhancer (comprised within CS39) and three CTCF sites oriented towards the *HoxD* cluster (Fig 1D and 1E). 

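The CTCF motifs of the 3 CTCF sites of region CS38-40 start 14601 bp apart from the first to the last on chromosome 2 of mm10, and each is on the minus strand, which points toward lower coordinates. The HoxD genes lie on that side, from Hoxd13, which starts at 74668310, to Hoxd1, which ends at 74765142. The CS38 site is intergenic, with its motif TGTCCACTAGGGCGCGCTG at 75138087 to 75138105. The first CS40 site lies 13082 bp further, with the motif TCACCACCAGGTGGCGCCC at 75151169 to 75151187. The second CS40 site is another 1519 bp away, with the motif AGTCCACTAGAGGGCGCTT at 75152688 to 75152706. Both CS40 sites fall in introns of 2 overlapping long non-coding RNA genes, 2600014E21Rik on the plus strand and A330043C09Rik on the minus strand. All 3 motifs lie inside the stretch removed in del(CS38-40), from 75133816 to 75153815. The reference sequence around the CS38 motif, from 75138067 to 75138125, is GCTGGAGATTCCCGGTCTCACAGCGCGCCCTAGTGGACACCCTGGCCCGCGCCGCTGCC. Around the first CS40 motif, from 75151149 to 75151207, it is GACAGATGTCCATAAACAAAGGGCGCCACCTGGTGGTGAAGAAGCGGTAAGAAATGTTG. Around the second, from 75152668 to 75152726, it is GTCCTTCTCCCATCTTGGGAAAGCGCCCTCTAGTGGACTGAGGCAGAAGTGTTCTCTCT. The motif model, chosen after the data were seen, was learned from 2000 strong CTCF peaks of replicate 2 of TgN(38-40) E12.5 limbs, none on chromosomes 2 or 10, and has the consensus TGGCCACTAGGGGGCGCTA. By its score, the CS38 motif ranked at the 31.1 percentile of the best matches in those peaks, the first CS40 motif at the 88.4 percentile and the second at the 69.7 percentile.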

To evaluate the capacity of region CS38-40 to function as a sub-TAD boundary outside of its original genomic context, we performed random transgenesis by pronuclear injection of a 45 kb-large fosmid clone containing the entire region CS38-40 (Figs 1E and 2A). Because transgenes often integrate in multiple copies [30], we used a *loxP*/Cre system [31] to try and reduce the copy number to one and obtained a stable transgenic mouse line termed *TgN(38–40)*.

**Fig 2:**
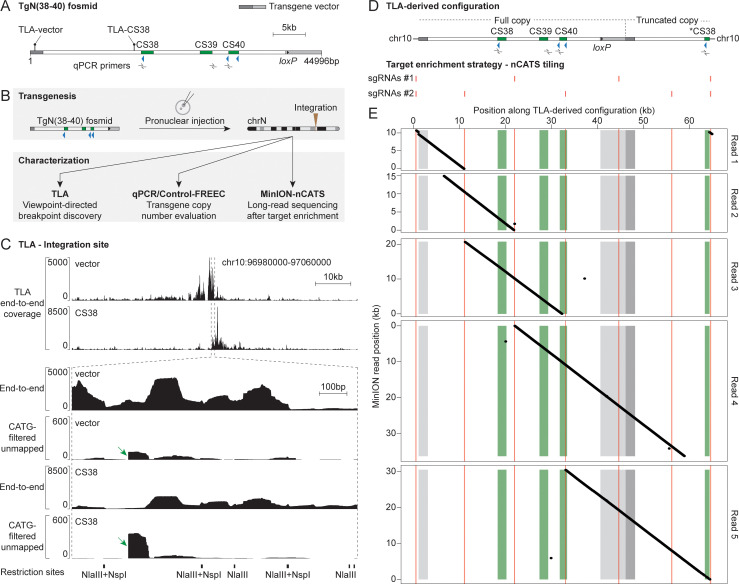
Characterization of the TgN(38–40) integration. (A) Schematic representation of the TgN(38–40) fosmid, vector in gray. Position of TLA viewpoints (lollipops) and qPCR primers (left to right: CS38, CS39 and CS40a) is indicated. (B) Transgenesis and characterization workflow. (C) Analysis of the TgN(38–40) integration by TLA. Top, TLA end-to-end coverage around the candidate integration site. Bottom, magnification of the above-mentioned area. Both end-to-end and CATG-filtered unmapped coverages are shown. Green arrows highlight sharp drops in the CATG-filtered unmapped signal. TLA restriction sites are shown below. (D) Top, TLA-derived genomic configuration. Asterisk, second partial CS38 element. Bottom, position of the two distinct pools of sgRNAs used for nCATS. (E) Analysis of the TgN(38–40) integration using MinION-nCATS. Dot plot representation of five selected MinION reads (ranging from 10 to 35 kb) along the TLA-derived configuration (horizontal axis), color-coded as in (D). The ~600 bp duplication of chromosome 10 sequence manifests as a subtle discontinuity in read 1 on the left as well as a small diagonal on the right.

### Characterization of the TgN(38–40) integration

To locate the TgN(38–40) integration site, we carried out targeted locus amplification (TLA; Fig 2B) [32]. TLA is a 3C-derived technique based on fixation, enzymatic digestion, proximity ligation and inverse PCR from a specific locus of interest (viewpoint) that results in an over-representation of the sequences surrounding the viewpoint. Given the large ligation products of TLA (~2 kb), it is suitable for characterizing transgene-integration sites and chromosomal rearrangements with a base-pair resolution [32–34]. We used TLA viewpoints corresponding to two regions of the transgene, one located in the vector backbone and the other matching the CS38 element. A primary TLA analysis assigned the integration site to a region located in chromosome 10 (Fig 2C, top two tracks and S1A Fig) and identified one of the integration breakpoints based on abrupt drops in the coverage of reads mapped in local mode (similar to [35], but with more filters; see the Materials and Methods section and examples in Fig 2C). This breakpoint connected the CS38 element to chromosome 10 (S3B and S3C Fig, TLA-identified right breakpoint). In addition, mapping the TLA data on the transgene sequence showed coverage along the whole construct (S1B Fig) and multiple reads supported a tail-to-head tandem junction, whereas none supported tail-to-tail nor head-to-head configurations (S1C Fig). Therefore, these results strongly suggested the integration of at least one full copy of the fosmid, fused tail-to-head with a truncated version of a second copy.

We then tried to determine how many copies of the TgN(38–40) construct were left after the *Hprt*^*cre*^ cross and performed transgene quantification by qPCR on purified genomic DNA (gDNA) (Figs 2B and S2A). We compared samples that were hemizygous for the integration (*TgN(38–40)/Wt*) to wild-type (*Wt*) controls. To validate the qPCR approach, we used samples heterozygous for the deletion of the endogenous region CS38-40 in chromosome 2 (*del(CS38-40)*^*+/-*^) and a qPCR target region located outside CS38-40 (*Hoxd8d9*), which should not show amplification differences in any sample. In *TgN(38–40)* hemizygous animals, for which two copies of CS38-40 were attributed to the endogenous locus (reflecting the two non-deleted alleles), the ectopic (surplus) values of CS38, CS39 and CS40 were 1.46, 0.55 and 0.81, respectively (S2A Fig), thus showing that these elements were represented in variable copy numbers in the transgene.

We also used the control-free copy number and allelic content caller (Control-FREEC) (Figs 2B and S2B) [36], a maximum likelihood-based algorithm that evaluates copy number along genomic regions starting from NGS data. We applied Control-FREEC to gDNA libraries from specimens that were both hemizygous for the TgN(38–40) integration and homozygous for the endogenous CS38-40 deletion (*TgN(38–40)/Wt; del(CS38-40)*^*-/-*^; referred to as ‘test’) as well as from control samples to represent the endogenous region CS38-40 in chromosome 2. We obtained a copy number estimation close to four (using two different windowing functions) for the segment extending from the left end of the TgN(38–40) construct towards the CTCF site of CS38 (S2B Fig). Taken together, both the qPCR and Control-FREEC results indicated that the insert consisted of a single complete copy of region CS38-40, followed by a fragment extending towards a second but partial CS38 element. We thus constructed an *in silico* mutant genome composed of one entire copy of region CS38-40 and a partial copy including a truncated CS38 element in chromosome 10 (Fig 2D).

To validate this conclusion and to characterize the missing integration breakpoint, we implemented nanopore Cas9-targeted sequencing (MinION-nCATS; Fig 2B, 2D and 2E) [37]. We targeted two distinct combinations of single-guide RNAs (sgRNAs) around the insertion site and along the transgene (at approximately 10 kb intervals) in order to release overlapping DNA fragments ranging from 9.5 to 23 kb in size (Fig 2D; see nCATS tiling). The MinION sequencing reads were mapped onto the above-mentioned *in silico* mutant genomic configuration (Fig 2D).

The MinION coverage revealed an around 25 times enrichment of sequences originating from the targeted region compared to the rest of the genome (S4 Table). Inspection of five individual MinION reads enabled us to map the entire transgene integration (Fig 2E) and confirmed the presence of the additional partial copy of the construct that includes a second CS38 segment (with its CTCF site; see Fig 2E, read 5). Moreover, MinION unveiled a ca. 600 bp duplication of chromosomal sequence and primarily identified the missing (left) integration breakpoint in between the duplicated segments (Fig 2E, read 1). These results prompted us to design a TLA breakpoint analysis pipeline that considered more reads, which enabled the base-pair mapping of the left breakpoint (S3A Fig, red arrows; and S3B and S3C Fig, MinION-identified left breakpoint). Therefore, we established that the insertion of the TgN(38–40) construct in chromosome 10 resulted in a partial tail-to-head tandem, which consisted of one entire copy of the construct fused with an additional fragment including the CTCF site of the partial CS38 element. As a consequence, the insert spans 63.2 kb in total and comprises four CTCF sites, which are all sharing the same orientation. Both the TLA and MinION results indicated that the integration of the construct was not associated with any major genetic reshuffling of the host locus, except for the small duplication described above (S3C Fig).

### Recruitment of architectural proteins on the relocated region CS38-40

We looked for the presence of both CTCF and the cohesin subunit RAD21 on the ectopic region CS38-40 by chromatin immunoprecipitation (ChIP) coupled with sequencing using whole limbs of *TgN(38–40)* embryos at E12.5 (Fig 3A). 

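CTCF, the zinc finger protein that binds insulator motifs, and RAD21, a subunit of the cohesin ring, were each profiled in 2 biological replicates of E12.5 whole limbs, from 4 TgN(38-40)/Wt; del(CS38-40)-/- whole limbs. On mm10, CTCF gave 23829 peaks in replicate 1 and 26264 in replicate 2. RAD21 gave 4102 peaks in replicate 1 and 14787 in replicate 2. A wild-type RAD21 library of an earlier study of the group gave 20874 peaks. The CTCF motif stood within 50 bp of the summit in 51.3% and 66.0% of the CTCF peaks of replicates 1 and 2, at a score that 5% of flanking sequences reached. ChIPmentation adds the sequencing adapters to the chromatin while it is still held on the beads by the antibody. The authors mapped the reads either to mm10 or to a custom genome, which carries the insert on chromosome 10 and lacks region CS38-40 on chromosome 2, and called peaks with MACS2 on each replicate. For each peak the files give its position, its fold enrichment over the local expectation, and -log10 of its p-value and q-value. These are the authors' values and were compared only within a list. The files used here hold peaks and no read counts, so the depth of each library is unknown. The paper's text does not name the control given to MACS2. From there, the peaks at each site were read off per replicate, and ranks were taken within each list. With 2 replicates per antibody, the enrichment at these sites was not tested between replicates. Mapping to mm10 places all CS38 reads of the transgene on a single site, whereas the custom genome divides them between the CS38 copies of the insert.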

The transgene was brought on top of a deletion of both CS38-40 endogenous copies, such that all potential sequencing reads would derive from the transgenic locus. Mapping of the ChIP data onto the mm10 reference genome revealed the binding of CTCF on all three sites of CS38-40, as in the wild-type situation (Fig 3A, CTCF). 

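In limbs whose only copies of CS38, CS39 and CS40 were those of the transgene, CTCF peaks were called at 3 of the 3 sites in replicate 2 and at 2 of the 3 in replicate 1. The strongest was at CS38, with a fold enrichment of 10.0 in replicate 1 and 11.0 in replicate 2. By fold it ranked 1396 among the 23829 peaks of replicate 1 and 4087 among the 26264 peaks of replicate 2. The second CS40 site had a fold of 5.36 in replicate 1 and 5.01 in replicate 2. At the first CS40 site the fold was 6.17 in replicate 2, and no peak was called in replicate 1. The CS38 peak covered 75137871 to 75138292 of chromosome 2 in replicate 1 and 75137965 to 75138307 in replicate 2. The peak at the second CS40 site covered 75152577 to 75152760 and 75152633 to 75152787, and that at the first covered 75151090 to 75151244. Both CS40 sites stood in the lower part of the lists, since in replicate 2 only 27.9% of the peaks had a fold at or below that of the first CS40 site. With only peaks at a -log10 q of at least 10, CS38 alone was left, which is 1 of the 3 sites. The wild-type CTCF library was not analysed here.

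**Figure D1:**
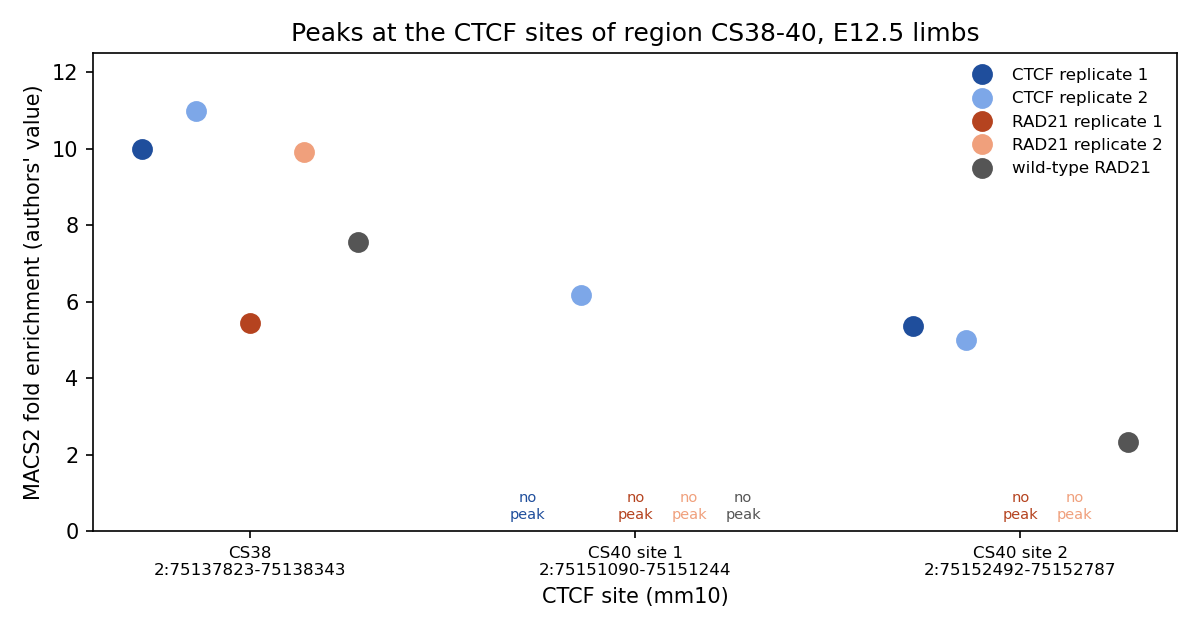
MACS2 fold enrichment (vertical axis, the authors' value) of the peak at each CTCF site of region CS38-40 (horizontal axis, mm10) in the libraries from E12.5 limbs, 1 point per library, with "no peak" where none was called. Folds are comparable within a library only. CS38 has a peak in every library shown, from 5.44 to 11.0.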

The signal at the CTCF site of CS38 approximately corresponded to twice the signal at either of the other two sites, probably due to the additional copy (Fig 3A, see control regions in S4 Fig). 

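In replicate 1, CTCF enrichment at CS38 was 1.87 times that at the second CS40 site. In replicate 2 it was 2.2 times that at the second CS40 site and 1.78 times that at the first. The mean of these 3 ratios was 1.95 ± 0.218 (SD), although those of replicate 2 share the same CS38 peak. CTCF sites commonly differ in height, and the same ratio was taken, after the data were seen, between adjacent CTCF peaks 10 to 20 kb apart on the autosomes. The higher peak of such a pair exceeded the lower by a median of 1.29 times over 3207 pairs in replicate 1 and 1.38 times over 3729 pairs in replicate 2. A ratio of at least 1.87 was found in 288 of the pairs in replicate 1, and one of at least 1.78 in 816 of those in replicate 2. The ratio of CS38 over CS40 has a fixed direction, whereas these counts include pairs of either direction and so are not directly comparable. All the ratios are of MACS2 enrichment over the local expectation, which need not scale with the number of copies.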

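RAD21 had a peak at CS38 in both replicates of the TgN(38-40) limbs and at neither CS40 site in either replicate. The fold enrichment at CS38 was 5.44 in replicate 1, with a -log10 q of 3.71, and 9.90 in replicate 2, with a -log10 q of 16.6. By fold it ranked 3024 of 4102 peaks in replicate 1 and 2822 of 14787 in replicate 2. In wild-type limbs, where the native region is intact, RAD21 at CS38 had a fold of 7.55 and ranked 3550 of 20874 peaks. The wild-type list also held a peak at the second CS40 site, from 75152492 to 75152764 on chromosome 2, with a fold of 2.33 and a rank of 20187. It held none at the first CS40 site. The RAD21 peak at CS38 spanned 75137823 to 75138172 in replicate 1, 75137924 to 75138343 in replicate 2 and 75137887 to 75138279 in the wild-type library, and each contained the CTCF motif of CS38. The wild-type peak at the second CS40 site had a -log10 q of 4.93, so at a -log10 q of at least 5 only the CS38 peak, 1 of the 3 sites, was left in that list. A site without a peak may hold RAD21 below the threshold of MACS2.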

Similar to what was observed for the control endogenous CS38-40 region, RAD21 was mostly enriched on the CS38 site (Fig 3A, RAD21). These results indicated that the recruitment of architectural proteins on region CS38-40 could occur independently from the global genomic context.

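Throughout the genome most RAD21 peaks overlapped CTCF peaks, as at CS38. Of the RAD21 peaks on assembled chromosomes, 95.6% of 4075 in replicate 1 and 91.1% of 14763 in replicate 2 overlapped a CTCF peak of the TgN(38-40) limbs. In the wild-type RAD21 list, 80.9% of 20786 peaks did. The lists differ in length, and the order of these shares depends on it. Among the top peaks at the length of the shortest list, the shares were 95.6% in replicate 1, 99.4% in replicate 2 and 99.5% in the wild-type list. Shifting all RAD21 peaks of each list along their chromosomes gave means of 0.618%, 0.693% and 0.763%. None of 1000 shifts reached the observed share (one-sided permutation test, p = 0.001 for each list, the smallest possible). Shifted peaks can fall anywhere on a chromosome. The test therefore does not separate joint binding from sequence that tends to give peaks with either antibody. Many CTCF peaks had no RAD21 peak, like both CS40 sites of the transgene. Of the 28827 CTCF peaks in the union of both replicates, 13.5% carried a RAD21 peak of replicate 1, 46.7% one of replicate 2 and 58.7% one of the wild-type library. The paper reasons from the presence of CTCF at the sites of the ectopic region and of RAD21 mainly at CS38, as at the native region (Fig 3A). It proposes that a copy of region CS38-40 in another chromosome, with no native copy left, can recruit these proteins without its original surroundings.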

**Fig 3:**
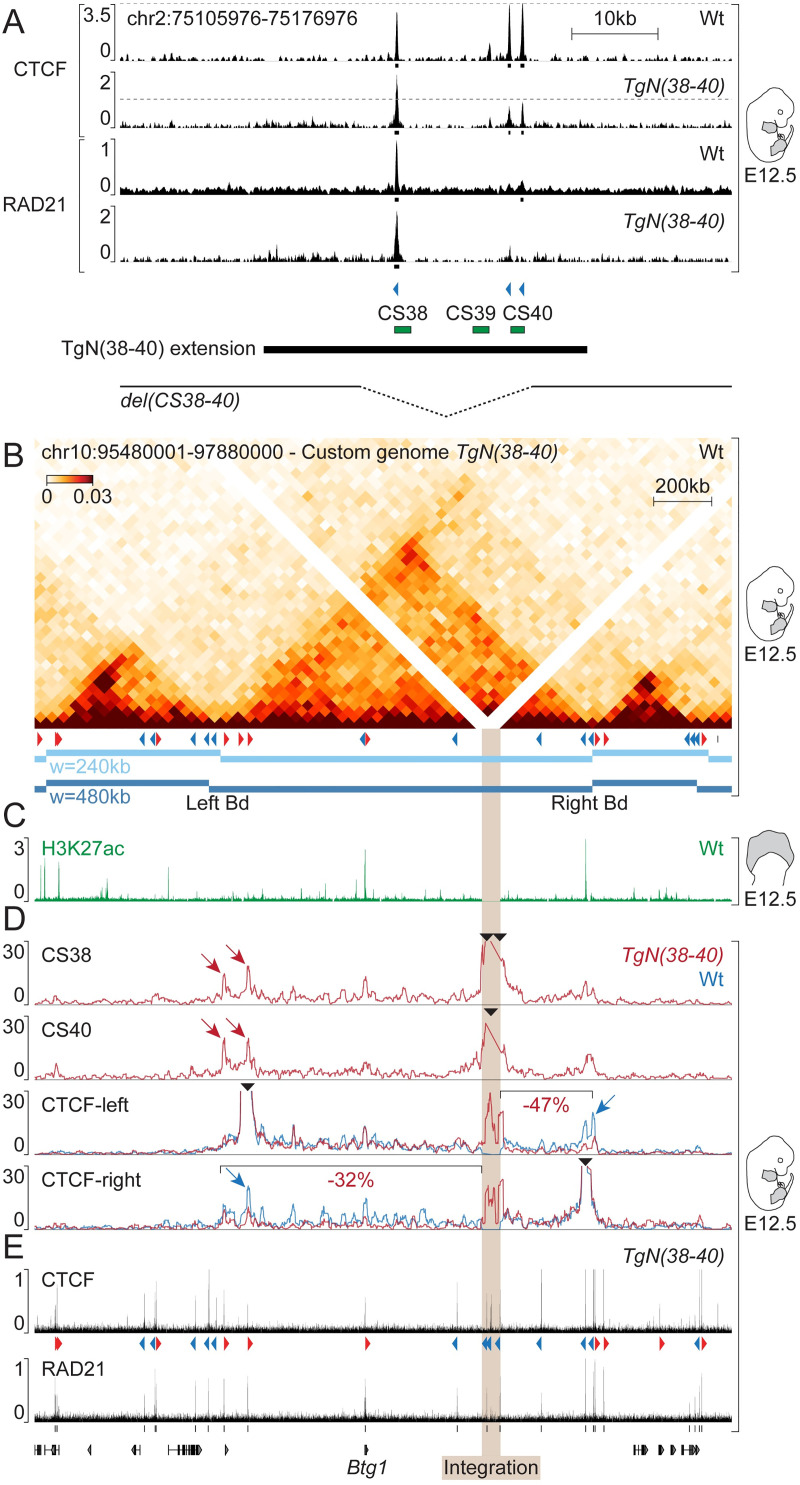
Recruitment of architectural proteins and topological changes upon integration of the TgN(38–40) construct. (A) ChIP of CTCF and RAD21 in wild-type or *TgN(38–40)* E12.5 whole limbs. The window displayed corresponds to the native region CS38-40. Dashed lines are displayed for better comparison between the occupancy of various CTCF sites. Peak calling is represented as black boxes. Bottom, extension of both the TgN(38–40) construct and *del(CS38-40)* background. (B) Hi-C showing the host locus of chromosome 10 in wild-type whole limbs at E12.5. Below the Hi-C heatmap, wild-type CTCFs (red or blue arrowheads) and topological domains (horizontal bars). (C) Distribution of H3K27ac (green) over the host locus in the distal part of wild-type E12.5 forelimbs. (D) Top, 4C-seq using CS38 and CS40 as viewpoints in *TgN(38–40)* E12.5 limbs. Bottom, 4C-seq tracks of CTCF-left and CTCF-right viewpoints in both *TgN(38–40)* homozygous (red lines) and wild-type samples (blue lines). Percentages of 4C-seq contact changes beyond the integration site are shown. Black arrowheads indicate 4C-seq viewpoints. (E) ChIP of CTCF and RAD21 over the host landscape in *TgN(38–40)*.

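On the custom genome, which contains the insert, CTCF peaks stood at 4 places of the construct, namely CS38 of the entire copy, both CS40 sites and CS38 of the partial copy. In replicate 2 all 4 had a peak, with folds of 7.65 at each CS38, 6.57 at the first CS40 site and 5.90 at the second. In replicate 1 the folds were 6.98 at CS38 of the entire copy, 7.45 at CS38 of the partial copy and 5.81 at the second CS40 site, and the first CS40 site had no peak. RAD21 peaks stood at both CS38 copies in replicate 2, with folds of 6.51 at the entire copy and 9.73 at the partial copy. Reads of the sequence shared by the copies were randomly attributed to one or the other. The CTCF and RAD21 peaks at CS38 therefore do not show whether both copies were bound, or which more strongly. In RAD21 replicate 1, the shorter list, no peak was called on the insert. The CTCF and RAD21 peaks at CS38 of the entire copy lay between 97037062 and 97037457 on chromosome 10 of the custom genome, and those at CS38 of the partial copy between 97082112 and 97082475. The CS40 sites lay at 97050265 to 97050417 and 97051749 to 97051960. At a -log10 q of at least 10, 0 of the 4 CTCF sites and 1 of the RAD21 sites remained on the insert.

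**Figure D2:**
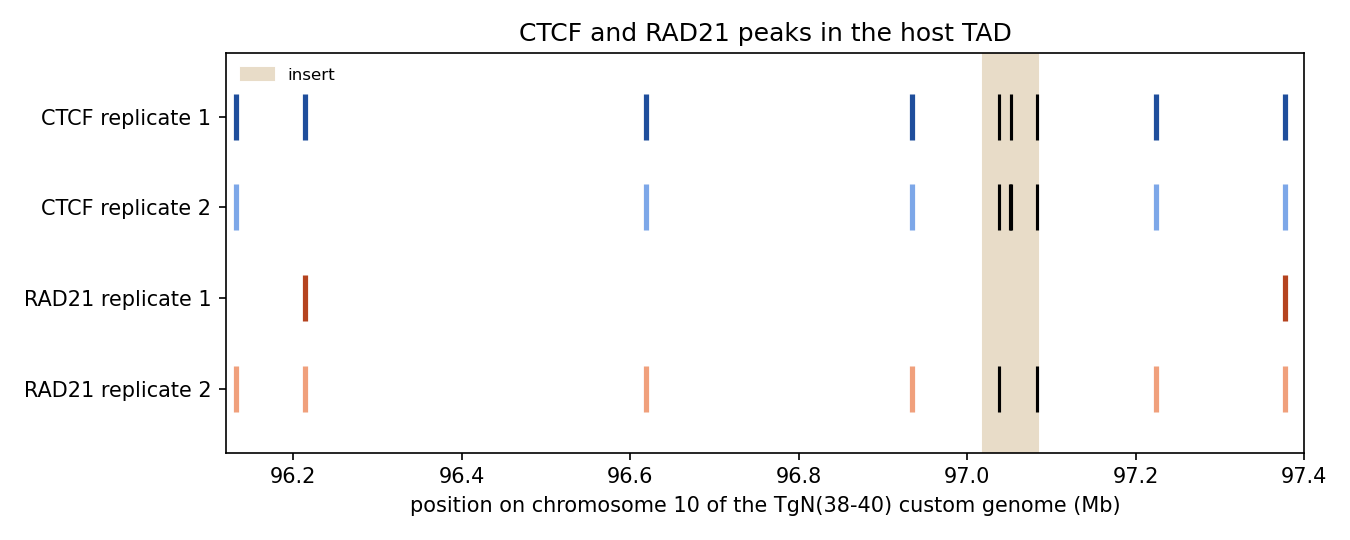
Positions of the CTCF and RAD21 peaks (vertical strokes) along the host TAD on chromosome 10 of the custom genome (horizontal axis, Mb), 1 line per replicate, with the insert shaded and its peaks in black. RAD21 replicate 1 has 2 peaks in the host TAD and replicate 2 has 6.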

### Alteration of local chromatin structure upon integration of the TgN(38–40) construct

We next investigated the conformational state of the region hosting the TgN(38–40) construct in chromosome 10 using our control Hi-C dataset and observed the presence of a 1.2 Mb-large, well defined TAD wherein the transgene had integrated (Fig 3B). This domain contains relatively few CTCF sites (~5 sites/Mb) as well as a single gene, *Btg1* (Fig 3, bottom). 

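Outside the insert, the host TAD held 6 CTCF peaks over 1215585 bp, or 4.94 per Mb, in the union of both replicates. Replicate 1 had all 6 and replicate 2 had 5. Of 1969 windows of that length on the autosomes, 28.5% held as few or fewer CTCF peaks, and the median window held 12. RAD21 also had 6 peaks in the host TAD, at the same 6 sites, against a median of 7 per window. From left to right, the sites on chromosome 10 of the custom genome start at 96132130, 96213937, 96618346, 96934712, 97223959 and 97376732. The site at 96618346 to 96618698 overlaps an exon of Btg1, a gene involved in the regulation of cell proliferation, which spans 96617006 to 96622809 on the plus strand. CTCF had a fold of 5.17 there in replicate 1 and 6.25 in replicate 2, and RAD21 had a fold of 5.24 in replicate 2 only. In the mm10 lists RAD21 had no peak at that site in either replicate, and had one at 5 of the 6 sites. The wild-type RAD21 list held a peak that overlapped only the left end of the site, from 96617900 to 96618389, with a fold of 2.32. That peak ended before the CTCF motif of the site, at 96618509 to 96618527. The site at 96934712 lies in an intron of the long non-coding RNA gene Gm33981, and the sites at 96132130 and 96213937 are intergenic. Left of the insertion, where positions are those of mm10, the annotation lists 2 protein-coding genes, Btg1 and the predicted gene Gm5426, with 8 long intergenic non-coding RNA genes, 2 microRNA genes and 6 processed pseudogenes. With 40 kb more on either side, the TAD held 11 CTCF peaks, or 8.49 per Mb. RAD21 replicate 1 alone had 2 peaks in the TAD.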

Examination of published ChIP-seq datasets for the active histone mark H3K27 acetylation (H3K27ac) in E12.5 distal limb cells [22] revealed two strongly acetylated regions within the TAD, corresponding to either the promoter of the *Btg1* gene, or a region at the telomeric (right) TAD border (Fig 3C).

We then assessed whether and how the four ectopic CTCF-binding sites would interfere with the host chromatin landscape, knowing that all four had the same orientation. We performed circular chromosome conformation capture-sequencing (4C-seq) using the CTCF sites present in the CS38 and CS40 elements as viewpoints in *TgN(38–40)* transgenic samples (Fig 3D, CS38 and CS40 tracks). Both CS38 and CS40 CTCF viewpoints established strong interactions with regions of their new genomic environment. Contacts were particularly frequent within the limits of the 1.2 Mb TAD hosting the transgene, suggesting that the surrounding landscape could constrain interactions originating from the ectopic DNA segment. Furthermore, maximum interaction frequencies were observed at CTCF sites displaying a convergent orientation relative to those of the transgene (Fig 3D, red arrows), in agreement with the loop extrusion model [7,8].

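Primers of the CTCF-left and CTCF-right 4C-seq viewpoints mark 2 intergenic sites near the ends of the host TAD on chromosome 10 of mm10. At CTCF-left, between 96213505 and 96214397, RAD21 had a peak in both replicates, with folds of 5.72 and 8.64, and in wild-type limbs, with a fold of 9.19. CTCF had a peak there in replicate 1, with a fold of 7.12, and none in replicate 2, where the nearest peak was 81199 bp away. At CTCF-right, whose primers lie between 97312526 and 97312959, CTCF had folds of 7.82 and 12.3 in replicates 1 and 2. RAD21 had a fold of 10.4 there in replicate 2 and 6.81 in wild-type limbs. In RAD21 replicate 1 no peak was called at CTCF-right on mm10, and the nearest was 32535 bp away. On the custom genome, the rightmost site of the TAD, at 97376732 to 97377140, had RAD21 folds of 5.83 in replicate 1 and 9.75 in replicate 2. In each of the 4 libraries, the most common difference between summits right of the insertion on the custom genome and on mm10 was 63812 bp, the length the paper gives for the inserted sequence. In RAD21 replicate 1 it rests on 4 pairs, and 37 of its 47 custom peaks had an mm10 summit within 100 bp of that difference, as did 272 of 295 and 322 of 344 in CTCF and 173 of 186 in RAD21 replicate 2. By that difference this site is CTCF-right, so RAD21 had a peak there in both replicates on the custom genome. The motif of CTCF-left, CCGCCAGCAGAGGGCACTG at 96214043 to 96214061, is on the plus strand, and that of CTCF-right, GGGCCGCCAGGGGTCGCTG at 97313135 to 97313153, is on the minus strand. They point toward each other.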

As additional viewpoints, we used two CTCF sites, also bound by RAD21 (Fig 3E), located at either extremity of the TAD (Fig 3D, CTCF-left and CTCF-right). In control limbs, both viewpoints established contacts mainly restricted to their own TAD (Fig 3D, blue tracks) and maximum contact frequencies were observed at convergent CTCF sites near the endogenous TAD boundaries (Fig 3D, blue arrows). To assess contacts in the *TgN(38–40)* samples without confounding effects due to the wild-type copy of this region, we carried out 4C-seq by using E12.5 limbs from embryos homozygous for *TgN(38–40)*. Novel contacts were observed between these two CTCF sites and the sites located within the TgN(38–40) transgene (Fig 3D, CTCF-left and CTCF-right, red tracks), corroborating the results obtained when both CS38 and CS40 CTCF sites were used as viewpoints. Of note, the new loops appeared to occur at the expense of endogenous interactions, since contacts established by each of the two endogenous viewpoints were decreased beyond the integration site relative to the position of the viewpoint. This was particularly evident at the boundaries of the TAD. This decrease in interactions relative to the control ranged from 32% to 47% for CTCF-right and CTCF-left viewpoints, respectively.

### Reconstitution of a sub-TAD boundary in the host landscape

These observations prompted us to evaluate whether the host TAD had been disrupted by the integration of the construct. We performed Hi-C in *TgN(38–40)* homozygous E12.5 limbs (Fig 4A–4C) and observed a split of the host TAD into two sub-domains, right at the level of the transgene insertion (Fig 4B, arrow). To better compare the wild-type and mutant Hi-C maps, we adapted the signal of the former to account for the potential effect of increasing the genomic distance. We thus calculated the value-of-alpha of the function relating contact frequencies to distance along the *Btg1* TAD (S5A Fig, pink curve). Direct comparison of wild-type and mutant datasets showed a clear loss of interactions (-39%, p-value = 2e-29) between the two new sub-domains in a differential heatmap (Fig 4D, dashed box). The TAD partitioning was reminiscent of a sub-TAD boundary formation, for it was only detected by the hicFindTADs algorithm at a window size of 240 kb (Fig 4B and 4C, light red bars and track, S1 Table) and a substantial amount of interactions were scored across the new border (Fig 4B; asterisk), similar to what is observed at the endogenous CS38-40 region (Fig 1A, S1 Table and [18,21,22]). Therefore, the integration of the TgN(38–40) construct not only impaired interactions between discrete loci that were separated by the insertion, but was indeed capable of reshaping the topological organization of the host landscape.

Finally, we determined whether the integration of the construct and associated chromatin reorganization would cause any modification in the expression of the *Btg1* gene (Figs 3 and 4), a gene involved in the regulation of cell proliferation [38]. Whole-mount *in situ* hybridization (WISH) of *Btg1* in E9.5 embryos showed an ubiquitous expression in wild-type and mutant embryos, with no significant increase of limb expression associated to the limb enhancer contained in the transgene (S6A Fig). At E12.5, control embryos also revealed a widespread expression, with maximum transcript levels in the developing limbs, facial mesenchyme, whisker pads, lateral plate mesoderm and mammary buds (Figs 4E and S6B and S6C). In *TgN(38–40)* homozygous embryos, *Btg1* appeared to be globally down-regulated, without any detectable morphological alteration (S6B Fig). The decrease in expression was particularly pronounced for the distal part of the limbs, the lateral plate mesoderm and the mammary buds (Figs 4E and S6B and S6C).

Further analyses by RT-qPCR confirmed that the insertion of the transgene had a negative effect on *Btg1* expression in distal limbs, yet not in liver cells (Fig 4F) where the isolated sub-domain did not show any H3K27ac signal at the putative regulatory region (Fig 4D, right orange bar). These results indicated that the integration of the TgN(38–40) construct and/or the associated reorganization of the host chromatin landscape had an impact on *Btg1* gene expression in a tissue specific-manner, most probably due to the isolation of a putative enhancer.

**Fig 4:**
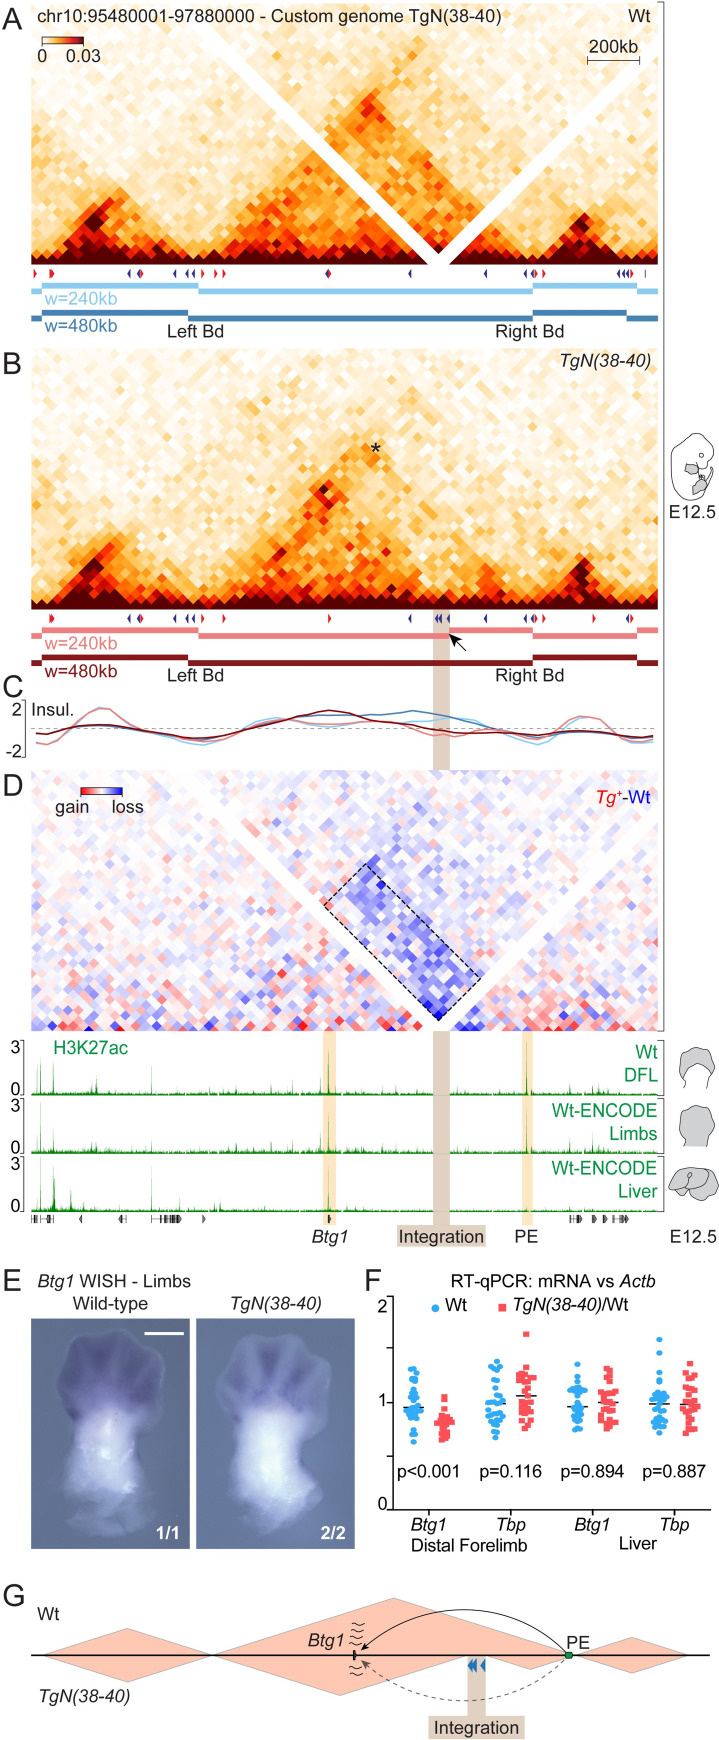
Reconstitution of a sub-TAD boundary in the host landscape. (A) Wild-type and (B) mutant *TgN(38–40)* Hi-C matrices of the host locus in whole limbs at E12.5. Corresponding CTCFs (red or blue arrowheads) and topological domains (horizontal bars) are shown. Below each panel, TAD-separation, color-coded according to the applied window size. The arrow indicates a new boundary at the level of the integration. (C) Insulation scores using two different window sizes. (D) Differential Hi-C heatmap (*TgN(38–40)-Wt*). Quantification of contacts changes between regions located across the TgN(38–40) integration site (dashed box), -39% (p-value = 2e-29). H3K27ac ChIP tracks. (E) *Btg1* WISH in wild-type and *TgN(38–40)* homozygous E12.5 forelimbs. Scale bar: 500 μm. Fractional numbers indicate the proportion of embryos displaying equivalent patterns in the experiment. (F) RT-qPCR values of *Btg1* and *Tbp* (internal control) in E12.5 distal forelimbs and liver. mRNAs levels were referenced to *Actb* (Wt = 31, *TgN(38-40)/Wt* = 27); p-values were obtained by Welch’s t-test. (G) Proposed mechanistic model of *Btg1* expression changes. PE, putative *Btg1* enhancer (green oval). Enhancer-promoter communication is represented with arrows.

## Discussion

We report the ability of the region CS38-40 from the *HoxD* locus to function as a topological boundary when introduced outside of its original genomic context. To interpret the results in a reliable manner, we characterized the transgene integration at a base-pair resolution, assessing both the number of copies and the absence of major chromosomal rearrangements. We concluded that the fosmid clone was present in one copy, plus a truncated piece containing another CTCF site, leading to the presence of four CTCFs with the same orientation. Indeed transgenes tend to integrate as concatemers, up to hundreds of copies, with the most common configuration being in tail-to-head [39], a situation that would have invalidated the observed effects. Also, even though the correct insertion of large pieces of DNA (BAC or fosmids) as transgenes has been usually considered as granted, the results of such insertions have rarely been verified at the appropriate level of resolution. Our detailed characterization of the insertion site, by using various strategies [33–35,40], suggests that careful attention should be given to this aspect whenever using transgenic approaches to address questions related to chromatin organization.

### Reproducing a sub-TAD boundary

TAD boundaries have been deleted *in vivo* at several loci and these alterations were associated with changes in gene expression (reviewed in [41]), whereas in other instances, topological borders were moved along with part of their regulatory domains through targeted inversions [18,24]. Such inversions and repositioning of TAD boundaries led to a new spatial organization and induced the down-regulation of genes whose access to their enhancers was hampered. These situations, however, make it difficult to disentangle how much of the topological and functional effects are due to the specific positioning of the TAD border from the impact of the large rearrangement of the regulatory landscape; in other words, to which level the specific initial chromatin environment is by itself required for the function of the boundary.

To date, only few studies have undertaken the opposite approach, whereby a boundary is moved to a completely new genomic location, and most of them were limited to mammalian cultured cells. Furthermore, the results of these studies seem to be influenced by several factors including the nature of the sequence, the host environment, as well as more technical aspects. For instance, Redolfi et al. (2019) found that the introduction of a 2.7 kb piggyBac cassette containing three CTCF-binding sites led to the formation of new DNA loops and stripes [26]. Others reported a clear TAD splitting after insertion of the HERV-H transposon in an 8.7 kb piggyBac. This splitting, however, required the expression of the transposon, rather than high CTCF binding levels, which are associated with most canonical TAD boundaries [42]. In another transposon-based study, a 2 kb fragment containing a CTCF-binding site and a transcription start site (TSS) was inserted multiple times across the genome and several cellular clones were analyzed. The authors reported various degrees of topological changes including the generation of new loops and domains, compartmental changes and domain fusion, whereas in some instances, no change was observed. Of note, some of the effects resulted from the combined action of transcription and CTCF binding and could be modulated by the host genomic context [27].

The only *in embryo* attempt consisted in the integration of the cDNA from the *Firre* lncRNA, which harbored one CTCF-binding site and an inducible TSS. However, this construct was not able to induce TAD splitting in any of multiple integration sites assessed [23]. In our case, we previously showed that region CS38-40 is responsible for the organization of the *HoxD*-associated T-DOM in two sub-TADs and that the orientation of the CTCF-binding sites was important in this context [18]. We now report that this capacity is intrinsic to its underlying sequence, at least for the chromosomal context analyzed in chromosome 10.

It is noteworthy that the increase in the linear genomic distance induced by the integration (63.2 kb) may have an effect on the 3D chromatin organization in our experimental setup. Nevertheless, the evidence provided here suggests that the capacity of a given sequence to restrict contacts to one side does not strictly depend on the linear distance. Indeed, deletions of several DNA fragments of various lengths (and CTCF-binding sites) at the *HoxD* TAD boundary did not lead to a complete fusion of the two surrounding domains, but only increased the permeability of the boundary [22]. Similarly, the removal of the whole *Firre* locus, spanning 82 kb and comprising twelve CTCF-binding sites, left the two surrounding TADs almost unaffected [23].

### Disturbing a putative regulatory landscape

Our mouse model also allowed us to probe changes in gene expression in the vicinity of the integration site. The insertion of the TgN(38–40) construct took place in a large TAD that contains the single protein-coding gene *Btg1*, which has been implicated in maintaining the proliferation of neural stem cells [38]. We detected *Btg1* transcripts in several tissues, including the facial region, the lateral plate mesoderm, the mammary buds and the limbs. A decrease of *Btg1* expression was evident upon TgN(38–40) insertion, particularly in the limbs. In limbs, apart from the *Btg1* gene itself, only a single other region appeared to be heavily decorated with H3K27ac, a histone mark associated with active genes and enhancers [43]. This H3K27ac-positive region was located at one of the TAD limits and became topologically isolated from *Btg1* upon integration of TgN(38–40). Conversely, in the developing liver, this region did not show remarkable H3K27ac signal and, concomitantly, *Btg1* mRNA levels were not affected by the integration of the transgene in this tissue. Although we cannot rule out other potential explanations, such as for example TgN(38–40) acting as a repressive regulatory sequence in this new context, we believe that the most plausible explanation for the downregulation of *Btg1* in limbs is its isolation from the sole putative limb enhancer found within the host TAD (Fig 4G).

## Materials and methods

A fully detailed version of all experimental procedures reported in this work can be found in [44] (https://zenodo.org/record/4292299).

### Ethics statement

All experiments of this study were accepted by the Geneva Cantonal committee for animal experimentation and were performed in accordance with the Swiss Animal Welfare Act (LPA) under the license no. GE 81/14 (to D.D.).

### Mutant mouse strains

The *TgN(38–40)* transgenic line was obtained by injecting the TgN(38–40) linearized fosmid (WI1-2299-I7; mm10, chr2: 75122702–75160145) into mouse fertilized oocytes at the pronuclear stage. 129S1/Sv-*Hprt*^*tm1(CAG-cre)Mnn*^*/J* (abbreviated *Hprt*^*cre*^) mice, described in [31], were purchased from The Jackson Laboratory and were used for the removal of extra-copies of the transgene in case of tandem integration thanks to a *loxP* site located in the transgene vector. The *HoxD*^*del(CS38-40)*^ allele (abbreviated *del(CS38-40)*) was described previously [29]. All mutant mouse strains used in this study were maintained in a heterozygous state on a C57BL6xCBA background. Heterozygous individuals were crossed in order to generate embryos of all possible genotypes.

### TLA

TLA was performed as in [32] with the following adaptations. Limb cells were dissociated using collagenase type XI (Sigma-Aldrich, C7657) and the cell suspension was strained. Transgene-positive (*TgN(38–40)/-*) samples were identified by PCR and two E12.5 brains were used as starting material. TLA inverse PCR was performed using the viewpoint-directed inverse PCR primers listed in S2 Table. TLA library preparation was achieved using the Nextera DNA Flex Library Prep (Illumina) protocol, independently for each viewpoint. Libraries were sequenced as 100 bp single-end reads with an Illumina HiSeq 4000. TLA data analysis was performed using the custom pipelines described hereafter. In brief, all alignments were produced using Bowtie 2 (version 2.3.5) [45] and were sorted with SAMtools (version 1.9) [46]. After filtering and adapter trimming with cutadapt [47], the reads were mapped on their entire length (end-to-end) onto the mm10 reference genome or a sequence built with 4 copies of the fosmid with different orientations (->-><- ->) and the coverage was computed using BEDTools (version 2.27.1) [48]. The coverage from reads mapped on mm10 with a mapping quality (MAPQ) above 30 was assigned to non-overlapping 1 Mb windows of mm10 in order to identify the candidate integration site as the genomic region with maximum TLA end-to-end coverage (not considering the *HoxD* locus, from which the transgene originated). In the first breakpoint analysis, reads not mapping on their entire length were mapped onto mm10 in local mode (i.e., allowing a segment of each read to not match). All reads containing a NlaIII site (CATG) were filtered out to exclude digestion-ligation events as relevant hybrid junctions, and the coverage was computed from the remaining reads (called CATG-filtered unmapped reads) (see output in Fig 2C, bottom tracks). In a second, more read-conservative breakpoint analysis, reads not mapping on their entire length onto mm10 were retrieved and were split at NlaIII sites. All split reads of more than 25 bp not mapping on their entire length to both mm10 and the transgene vector (called CATG-split unmapped reads) were mapped on mm10 and the transgene vector in local mode, followed by coverage computation (see output in S3A Fig). At last, and for both analyses, the resulting reads were inspected going from the mapped part (known) to the unmapped part (unknown) in order to determine which sequences were brought together through the computation of an average hybrid sequence from all reads displaying a particular connection (see examples in S3C Fig).

### qPCR transgene quantification

Individual ear punches from adult mice were digested in proteinase K for 48 hours, followed by heat-inactivation of the enzyme at 96°C. gDNA was purified using phenol-chloroform extraction and ethanol precipitation. The qPCR was performed using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, A25742) in a QuantStudio 5 Real-Time PCR device (Thermo Fisher Scientific). The primers used are listed in S2 Table. For each sample, the results were normalized to the value of *Aldh1a2* using the ΔCt method and outliers were discarded. The qPCR quantification shown in S2A Fig was produced using GraphPad Prism 8 and represents the values relative to the wild-type (2^-ΔΔCt^) multiplied by two in order to reflect absolute allele counts for each qPCR target region.

### Control-FREEC transgene quantification

Copy number quantification was performed using Control-FREEC version 11.5 [36]. The signal from the ectopic CS38-40 (test dataset) was computed based on the *TgN(38–40)* total input gDNA data of the ChIPmentation experiment (see ChIPmentation below). Next, the signal from the endogenous region CS38-40 (control dataset) was created by pooling total input gDNA data of four samples that were all TgN(38–40)-negative and wild-type for region CS38-40 in chromosome 2, each processed independently. For both test and control datasets, the Control-FREEC signal, expressed as the number of reads scored for non-overlapping genomic windows of given sizes [49], was calculated along a 7 Mb region of chromosome 2 including the *HoxD* locus (chr2:71000000–78000000). The above analysis was carried out using two different window sizes: 1 and 2 kb (see S2B Fig). Then, the software calculated the test/control signal ratio, that is the number of reads from test divided by the number of reads from control, for each window, multiplied by two in order to obtain absolute allele counts. At last, the Control-FREEC software evaluated copy numbers along the 7 Mb chr2 region starting from the (test/control)·2 ratio by a maximum (log-)likelihood estimation [36].

### MinION-nCATS

MinION-nCATS was performed as in [37], following the Cas-mediated PCR-free enrichment protocol (Oxford Nanopore Technologies) with a tiling approach. Single-guide RNAs (sgRNAs) were used instead of cr:tracrRNAs for target enrichment. Multiple pairs of sgRNAs were designed on the target region (Fig 2D, bottom) with Benchling (https://www.benchling.com/) and were converted into EnGen-compatible DNA oligos (listed in S3 Table) using NEBioCalculator (http://nebiocalculator.neb.com/#!/sgrna). sgRNAs were produced using the EnGen sgRNA Synthesis Kit, *S*. *pyogenes* (NEB, E3322) following the manufacturer’s instructions. Two distinct pools of sgRNAs and Alt-R *S*. *pyogenes* HiFi Cas9 nuclease V3 (IDT) were assembled into Cas9 ribonucleoprotein complexes. High molecular weight genomic DNA (HMW gDNA) was prepared as described hereafter, starting from a single E13.5 *TgN(38–40)/TgN(38–40); del(CS38-40)*^*-/-*^ headless and tailless embryo. The sample was proteinase K digested in digestion buffer (50 mM Tris-HCl pH 8, 10 mM EDTA pH 8, 200 mM NaCl, 0.5% SDS) at 55°C while shaking for 48 hours. HMW gDNA was purified with two successive rounds of phenol-chloroform extraction, followed by ethanol precipitation. Size selection was carried out using 0.8x SPRI magnetic beads. nCATS was performed in two independent Cas9-mediated release reactions corresponding to the two different pools of sgRNAs and the products from both reactions were pooled together prior to sequencing on MIN106D flow cell. MinION output data in fast5 format were converted to fastq using the Guppy basecaller (version 3.1.5) (Oxford Nanopore Technologies) and the reads were mapped with minimap2 (version 2.15) onto mm10 and the TLA-derived configuration that assumed a 63.2 kb integration, comprising one entire copy of region CS38-40 followed by the partial CS38 segment, after position chr10:97019221 (mm10) (see Fig 2D, top). Reads mapping on the integration site (mm10, chr10:97018026–97020425) or transgene region (chr2:75122684–75160161 of mm10) sequence components of the *TgN(38–40)* mutant construction were converted from fastq to fasta in order to produce the dot plots displayed in Fig 2E. This was achieved using a Perl script as in [50], with the following modification: 20 bp of the MinION reads were tested against the reference for 5 bp-sliding windows and only 20-mers completely identical to unique 20-mers in the reference were kept. The output was then processed in R (www.r-project.org).

### ChIPmentation

ChIPmentation was performed using the protocol of [51]. Tissues were crosslinked for 15 minutes and processed as in [52]. Four *TgN(38–40)/Wt; del(CS38-40)*^*-/-*^ E12.5 whole limbs were used for the rest of the procedure. The description of experimental replicates is given in S8 Table. A fraction of the samples (see total input DNA below) was preserved to evaluate the efficiency of the chromatin immunoprecipitation by qPCR prior to sequencing and for the Control-FREEC analysis. Antibodies (CTCF, Active Motif 61311 or RAD21, Abcam ab992) were incubated with Dynabeads Protein A (Thermo Fisher Scientific, 10001D) for 3 hours on a rotating wheel at 4°C. Chromatin immunoprecipitation was performed overnight, followed by tagmentation for 2 minutes at 37°C. DNA libraries were sequenced as 50 bp single-end reads with an Illumina HiSeq 4000. ChIPmentation data analysis was performed as described in [52], mapping the reads on either the mm10 reference genome or *TgN(38–40)* custom genome, with the following adaptation: all reads were kept for the *TgN(38–40)* mapping and hence those aligning to the duplicated sequences were not discarded. These reads were randomly attributed to one or the other location. 

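The division of reads shows in the CTCF enrichment at CS38 on the custom genome. Each CS38 copy taken alone was 1.2 to 1.3 times as enriched as a CS40 site of the same replicate. In replicate 2 the entire and the partial copy received the same fold. The total number of CTCF peaks was slightly higher on the custom genome, for which all reads were kept, with 24837 in replicate 1 and 27678 in replicate 2. RAD21 gave 4142 and 14412.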

Due to different signal-to-noise ratios of wild-type and mutant data, the total enrichment of the CTCF ChIP signal was different on the normalized coverage tracks. To help in the visual comparison of the different CTCF ChIP tracks, we added a horizontal dashed line at values 3.5 and 1 for the wild-type and mutant ChIP tracks, which correspond to the height of their respective CS40 CTCF peaks at chromosome 2 (see Fig 3A). We kept the same ratios and placed the dashed lines at 8 and 2.3 in the other loci (see S4 Fig) when comparing the height of other CTCF peaks in the genome. Peak calling of CTCF and RAD21 was achieved using the MACS2 algorithm (Galaxy Version 2.1.1.20160309.3 with default parameters) [53,54] on each replicate and the union of the peaks obtained in each replicate was used in the figures. 

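The replicates of CTCF shared most of their peaks. Of the CTCF peaks of replicate 1, 88.9% overlapped a peak of replicate 2 by at least 1 bp, and 80.4% of those of replicate 2 overlapped replicate 1. RAD21 was less even, since 95.0% of the 4102 peaks of replicate 1 were found in replicate 2 and only 26.3% of the 14787 peaks of replicate 2 were found in replicate 1. Against the equally long top of the RAD21 list of replicate 2, 64.5% of the peaks of replicate 1 were shared. The union for RAD21, 14988 peaks, is therefore mostly the list of replicate 2. The union for CTCF was used for the counts of sites in the host TAD and for the overlap with RAD21. Requiring reciprocal overlap of at least 50% lowered the share of RAD21 replicate 1 found in replicate 2 to 55.2% and that of replicate 2 found in replicate 1 to 15.3%.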

CTCF site orientation was determined using CTCFBSDB 2.0 (http://insulatordb.uthsc.edu/) [55] with MIT_LM7 motif position weight matrix.

### 4C-seq

4C-seq was performed as in [56]. For each genotype (i.e. wild-type or homozygous *TgN(38–40)*), samples corresponding to twelve E12.5 whole limbs were used as starting material. Inverse PCR was performed using 100 ng template DNA (for 14 reactions in total) and the viewpoint-directed primers listed in S2 Table. Libraries were multiplexed and sequenced to obtain 100 bp single-end reads with an Illumina HiSeq 2500. 4C-seq data analysis was performed as described on the HTSstation web interface (http://htsstation.epfl.ch) [57]. For both CS38 and CS40, the viewpoint was defined as the entire segment located between the two copies of CS38 (i.e., chr10:97036373–97082540, custom genome *TgN(38–40)*). The resulting scores were normalized to the mean score of fragments mapping within 10 Mb around the viewpoint and the signal was smoothened per 11 fragments. All 4C-seq mapped reads and fragment distribution are summarized in S6 and S7 Tables.

### Hi-C

Hi-C was performed as in [5] and [58]. For each genotype (i.e. wild-type or *TgN(38–40)/TgN(38–40); del(CS38-40)*^*-/-*^), one sample corresponding to four E12.5 whole limbs was used as starting material. Hi-C libraries were multiplexed and sequenced so as to obtain 75/75 bp paired-end reads with an Illumina NextSeq (first run, 80 million reads per sample) or HiSeq 4000 (second run, idem). Hi-C data analysis was as in [58], with some modifications. HiCUP (version 0.7.3) [59] was applied providing either the mm10 reference genome, or the custom genome of *TgN(38–40)*. For the *TgN(38–40)* mapping, the pipeline was adapted in order to prevent removal of reads aligning to the duplicated sequences of this line. All valid hybrid pairs were kept since no MAPQ filter was applied. Analysis of all hybrid pairs resulted in a Hi-C matrix binned at 40 kb, which was further processed using cooler (version 0.8.10) [60] for balancing normalization. All Hi-C sequencing outputs are summarized in S5 Table. TAD or boundary identification in Figs 1, 3 and 4 and S1 Table was done using the hicFindTADs tool from HiCExplorer suite (version 3.6) [61–63] with a fixed window size of either 240 kb, 320 kb, 480 kb or 800 kb and applying Bonferroni p-value correction. To enable direct comparison of the Hi-C maps in Fig 4, the wild-type data were mapped on the mutant genome. However, as the effect of ca. 60 kb extra distance could thereby potentially be underestimated, we adapted the wild-type contact values according to the value of alpha (-0.42) obtained in S5 Fig, so as to faithfully reproduce the distance effect in the DNA stretch beyond the insertion site.

### WISH

Whole-mount *in situ* hybridization (WISH) was performed as in [64]. The *Btg1* RNA probe was generated by cloning cDNA of retrotranscribed RNA obtained from E9.5 whole embryos and using the following primer pair (forward: CTTTGGGTGGGCTCCTCT; reverse: TGGTGGTTTGTGGGAAAGA). To allow for direct comparison, all WISH experiments were done with E12.5 embryos of comparable sizes and were treated together in the same tubes. Pictures were taken with a Leica M205 FCA microscope equipped with a DFC 7000 T camera and were processed with Adobe Photoshop.

### RT-qPCR

Distal forelimbs and livers were dissected from E12.5 wild-type (n = 31) and hemizygous embryos (*TgN(38–40)/Wt*) (n = 27) and kept in RNAlater (invitrogen) at -80°C. RNA was extracted with the RNAeasy Micro kit (QIAGEN) after shredding the tissue by pipetting it through a syringe with 27G needle. Reverse transcription was carried out using the GoScript Reverse Transcription System (Promega) and cDNA was amplified cyclically in a QuantStudio 5 Real-Time PCR device (Thermo Fisher Scientific). mRNA levels were referenced to *Actb*. Plotting and statistical analysis (Welch’s t-test) were performed with Prism software. The primers used for these experiments are listed in S2 Table. All raw Ct values are listed as S10 Table.

### Sequencing data analysis and display

Chromatin immunoprecipitation (ChIP-seq and ChIPmentation) data were analyzed on our Galaxy platform [65]. Chromosome conformation capture (4C-seq and Hi-C), MinION and TLA data, as well as total input DNA data for Control-FREEC were analyzed through the Scientific IT and Application Support Center of the Ecole Polytechnique Fédérale de Lausanne (EPFL). Data were plotted using the pyGenomeTracks visualization tool (https://github.com/deeptools/pyGenomeTracks) [61,66]. Gene annotations shown in Figs 1, 3 and 4 were retrieved from GENCODE (GRCm38-mm10, VM23 protein-coding). The scripts used to generate all TLA, MinION, 4C-seq and Hi-C outputs as well as those used to produce NGS data figures were deposited in GitHub (https://github.com/lldelisle/scriptsForWilleminEtAl2021). All figures were processed with Adobe Illustrator.

### *TgN(38–40) in silico* mutant genome reconstruction

As depicted in S3B Fig, the final *in silico TgN(38–40)* mutant genome reconstruction was built by inserting a 63812 bp sequence comprising (1) the entire TgN(38–40) fosmid (vector and chr2:75122684–75160161 of mm10), (2) an additional fragment of TgN(38–40) extending towards the CTCF of CS38 (see S3C Fig for details) and (3) the 602 bp duplicated region (mm10, chr10:97019222–97019824) inside chromosome 10 at position chr10:97019824 using the SeqinR package [67]. The sequence of the *TgN(38–40)* mutant chromosome 10 is available at (https://zenodo.org/record/4292337). The *TgN(38–40)* mutant genome was completed by adding wild-type chromosomes of mm10 (retrieved from UCSC), as well as the *del(CS38-40)* mutant chromosome 2 available at (https://zenodo.org/record/3826913) [18].

### Quantifications of 4C-seq and Hi-C contact changes over the host TAD

The quantifications of 4C-seq contacts shown in Fig 3D were performed by summing non-smoothed 4C-seq scores, mapped onto the custom genome of *TgN(38–40)*, over either the left (chr10:96120001–97019221, custom genome *TgN(38–40)*) or right segment (chr10:97083637–97400000, custom genome *TgN(38–40)*) of the host TAD. Both the integration and the 602 bp duplication of chromosome 10 were excluded from the analysis. The resulting values were normalized by the one obtained for the entire host TAD, for each genotype, and the fold change (fc) was computed as follows: fc = (*TgN(38–40)*-*Wt*)/*Wt*. This analysis was performed in R (https://www.r-project.org/). The quantification of Hi-C contacts in Fig 4D was achieved by retrieving the value of each bin in the new inter-sub-TAD space (chr10:96120000–97000000 and chr10:97080000–97400000, see dashed box) and the fc was computed as follows: fc = (mean(*TgN(38–40)*)-mean(*Wt*))/mean(*Wt*). The p-value was obtained by a Mann-Whitney U-test. This analysis was performed in Python. All quantification scripts are available in the GitHub repository (https://github.com/lldelisle/scriptsForWilleminEtAl2021).

## Supporting information

S1 Fig Initial characterization of the *TgN(38–40)* mutant configuration by TLA (related to Fig 2). (A) TLA signal mapped over all mm10 chromosomes (y-axis data range: 0–5000). Green arrowhead indicates region CS38-40, which composes the transgene, in chromosome 2. Brown arrowhead highlights the integration site in chromosome 10. Asterisk shows an artefactual peak of signal matching a satellite repeat. (B) TLA signal over the fosmid sequence. Below, fosmid scheme. (C) Assessment of all three different possible tandem configurations: tail-to-head, tail-to-tail and head-to-head. Coverage (top) and individual reads (bottom) supporting or dismissing each configuration. Candidate tandem connections are highlighted by a red dotted line. All data displayed in this figure were obtained using the vector viewpoint and correspond to the end-to-end coverage.
(EPS) Click here for additional data file.

S2 Fig Transgene quantifications using qPCR and Control-FREEC (related to Fig 2). (A) qPCR of samples that were either wild-type (blue circles), heterozygous for the deletion of the endogenous region CS38-40 in chromosome 2 (*del(CS38-40)*^*+/-*^, green squares), or hemizygous for the integration (*TgN(38–40)/Wt*, red triangles). Transgene targets: CS38, CS39 and CS40a; control target: *Hoxd8d9*. Vertical axis reflects absolute allele counts. Means are indicated by solid black bars and values are shown above. (B) Control-FREEC transgene quantification using non-overlapping windows (w) of size 1 or 2 kb. Both (test/control)·2 signal ratio and copy numbers estimations (copy #) are shown along region CS38-40 (mm10 coordinates). The copy # signal represents absolute allele counts and the values are indicated in white within the corresponding tracks. Bottom, extension of the TgN(38–40) construct and *del(CS38-40)* background. In both panels, red and yellow lines indicate expected values for one and a half or two and a half fosmid copies, respectively.
(EPS) Click here for additional data file.

S3 Fig Base-pair map of the *TgN(38–40)* mutant genome (related to Fig 2). (A) TLA reanalysis revealing left and right integration breakpoints (red and green arrows, respectively). The region displayed (mm10, chr10:97019018–97020046) is centered around the validated integration site (mm10, chr10:97019222–97019824). Both end-to-end and CATG-split unmapped coverages are shown. TLA restriction sites are shown at the bottom of the panel. (B) Schematic reconstruction of the TgN(38–40) integration. (C) Connections between chromosome 10 and the construct (left breakpoint, red; right breakpoint, green). Sequences are color-coded and/or underlined according to their origin. All identified connections were found in such a sequence configuration that the Watson strands of the transgene (tg) and chromosome 10 were fused. The asterisk indicates the limits of the 602 bp duplication.
(EPS) Click here for additional data file.

S4 Fig ChIP of CTCF in several control loci at (A) chromosome 1, (B) chromosome 8 and (C) chromosome 19 (related to Fig 3). Dashed horizontal lines are displayed for indirect comparison with CTCF binding at region CS38-40 (see Materials and Methods).
(EPS) Click here for additional data file.

S5 Fig Frequency of interactions and genomic distances (related to Fig 4). (A) Logarithmic relationship between interaction probability and increasing genomic distances computed from the Hi-C data of wild-type limbs. These calculations were applied genome-wide, to an aggregate of all TADs in the genome and to individual TADs including the *Btg1* TAD at chromosome 10 and six other TADs in the same chromosome. Values of alpha and R-value are shown for each condition. (B) Hi-C map depicting TADs 1–8 analyzed in (A).
(EPS) Click here for additional data file.

S6 Fig Global *Btg1* expression changes upon reorganization of the host chromatin landscape (related to Figs 3 and 4). (A) *Btg1* WISH in wild-type and *TgN(38–40)* mutant embryos at E9.5. Heads were partially severed and used for genotyping. Arrowheads point to the area where the presumptive limb bud is located. Scale bar: 500 μm. (B) *Btg1* WISH in wild-type and *TgN(38–40)* homozygous embryos at E12.5. LPM: Lateral plate mesoderm. FM/WP: Facial mesenchyme and whisker pads. Scale bar: 1 mm. (C) Magnified pictures of mammary buds for the same embryos as in panel B. The position of the forelimbs, which were removed for easier mammary bud visualization, is highlighted by a dotted line. Scale bar: 300 μm. The proportion of embryos displaying equivalent patterns in each experiment is shown. Empty arrowheads indicate changes in expression compared to bold arrowheads.
(TIF) Click here for additional data file.

S1 Table Identification of topological boundaries using various window sizes. Source data (for different genotypes and mapped genomes) and TAD calling window sizes (w) are indicated. At the *HoxD* locus, *Atf2* is the left boundary of the C-DOM and *Hnrnpa3* is the right boundary of the T-DOM. Left_Bd and Right_Bd are respectively the left and right boundaries of the TAD hosting the TgN(38–40) construct in chromosome 10 (see Figs 3B and 4A).
(DOCX) Click here for additional data file.

S2 Table List of TLA, qPCR, 4C-seq and RT-qPCR primers used in this study. For the 4C-seq primers, Illumina Solexa sequencing adapters are indicated in red (long adapter) or blue (short adapter). For both CS38 and CS40 viewpoints, a 4 bp barcode (underlined) was present between the long sequencing adapter and the rest of the primer. F: forward. R: reverse. iF: inverse forward. iR: inverse reverse.
(DOCX) Click here for additional data file.

S3 Table EnGen-compatible DNA oligos used as templates for sgRNA production. The name of the oligos indicates their approximate position on the *TgN(38–40)* transgene or surrounding regions: upstream of the transgene in chr 10 (up); one quarter (1/4), halfway (1/2) or three quarters (3/4) into the transgene; 3’ part of transgene vector (pEpi3) and downstream of the transgene in chr10 (down). Two pairs of primers (1 or 2) were design to target the same region. Underlined, sequence matching target DNA. Red, sequence of the T7 promoter for sgRNA production. Cyan, RNA scaffold for the Cas9 enzyme. A G was added (highlighted in black) when not present in the original target sequence, to ensure efficient sgRNA transcription.
(DOCX) Click here for additional data file.

S4 Table Summary of the MinION sequencing output. Target reads are reads mapping to the construct or the integration site. Construct coordinates taken into consideration: chr2:75123000–75160000 (mm10). Considered integration site: chr10:97018700–97019300 (mm10). *Ratio of bases of the mutant construction (64,420 bp; see Fig 2D) relative to the haploid mouse genome (around 2.6 Gb): 2.457384e-05.
(DOCX) Click here for additional data file.

S5 Table Summary of the Hi-C sequencing output. Two samples were sequenced: TgN3840 (mutant) and Wt (control). Both were subsequently mapped either on mm10 wild-type mouse genome or the custom TgN(38–40) genome. Total reads correspond to all raw reads obtained from the sequencing platform. Cis-far reads correspond to intra-chromosomal interactions located further than 10 kb. All sequencing outputs are shown as base pairs (bp).
(DOCX) Click here for additional data file.

S6 Table Summary of mapped reads from 4C-seq experiments. (DOCX) Click here for additional data file.

S7 Table Summary of 4C-seq fragment distribution. (DOCX) Click here for additional data file.

S8 Table Biological replicates of the ChIP-seq and ChIPmentation (ChIPm) experiments. Wild-type ChIP-seq data of CTCF, RAD21, and H3K27ac were retrieved from a previous publication of our group (see Data availability). WL: whole limbs. DFL: distal forelimbs.
(DOCX) Click here for additional data file.

S9 Table Genotypes of 4C-seq and Hi-C samples. Genotypes of 4C-seq samples are colored in the same way than the corresponding tracks of Fig 3. WL: whole limbs (including both forelimbs and hindlimbs).
(DOCX) Click here for additional data file.

S10 Table Spreadsheets of Ct values coming from the RT-qPCR experiments done in limbs and livers from wild-type and hemizygous embryos (*TgN(38–40)/Wt*). (XLSX) Click here for additional data file.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S1 Table — Source data (for different genotypes and mapped genomes) and TAD calling window sizes (w) are indicated. At the HoxD locus, Atf2 is the left boundary of the C-DOM and Hnrnpa3 is the right boundary of the T-DOM. Left_Bd and Right_Bd are respectively the left and right boundaries of the TAD hosting the TgN(38–40) construct in chromosome 10 (see Figs 3B and 4A).

**S1 Table**

| **Boundary**  **Data**  **TAD calling w** | ***Atf2*** | ***HoxD*** | **CS38-40** | ***Hnrnpa3*** | **Left_Bd** | **Integration** | **Right_Bd** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Wt_map_mm10**  **240kb** | YES | YES | YES | YES | YES | NO | YES |
| **Wt_map_mm10**  **320kb** | YES | YES | NO | YES | YES | NO | YES |
| **Wt_map_mm10**  **480kb** | NO | YES | NO | YES | YES | NO | YES |
| **Wt_map_mm10**  **800kb** | NO | YES | NO | NO | YES | NO | YES |
| **Wt_map_Tg+del**  **240kb** | YES | YES | NO | YES | YES | NO | YES |
| **Wt_map_Tg+del**  **320kb** | YES | YES | NO | YES | YES | NO | YES |
| **Wt_map_Tg+del**  **480kb** | NO | YES | NO | YES | YES | NO | YES |
| **Wt_map_Tg+del**  **800kb** | NO | YES | NO | NO | YES | NO | YES |
| **Tg+del_map_mm10**  **240kb** | YES | YES | NO | YES | YES | YES | YES |
| **Tg+del_map_mm10**  **320kb** | YES | YES | NO | YES | YES | YES | NO |
| **Tg+del_map_mm10**  **480kb** | NO | YES | NO | YES | YES | YES | NO |
| **Tg+del_map_mm10**  **800kb** | NO | YES | NO | NO | YES | NO | YES |
| **Tg+del_map_Tg+del**  **240kb** | YES | YES | NO | YES | YES | YES | YES |
| **Tg+del_map_Tg+del**  **320kb** | YES | YES | NO | YES | YES | YES | NO |
| **Tg+del_map_Tg+del**  **480kb** | NO | YES | NO | YES | YES | NO | YES |
| **Tg+del_map_Tg+del**  **800kb** | NO | YES | NO | NO | YES | NO | YES |

**S1 Table.** Identification of topological boundaries using various window sizes. Source data (for different genotypes and mapped genomes) and TAD calling window sizes (w) are indicated. At the *HoxD* locus, *Atf2* is the left boundary of the C-DOM and *Hnrnpa3* is the right boundary of the T-DOM. Left_Bd and Right_Bd are respectively the left and right boundaries of the TAD hosting the TgN(38-40) construct in chromosome 10 (see Figs 3B and 4A).

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S2 Table — For the 4C-seq primers, Illumina Solexa sequencing adapters are indicated in red (long adapter) or blue (short adapter). For both CS38 and CS40 viewpoints, a 4 bp barcode (underlined) was present between the long sequencing adapter and the rest of the primer. F: forward. R: reverse. iF: inverse forward. iR: inverse reverse.

**S2 Table**

| **Primer** | **Sequence** | **Use** |
| --- | --- | --- |
| TLA-CS38_iF | GGGCAGAACTCACTGATTAA | TLA |
| TLA-CS38_iR | ATCATTTGGGGATTGCAGAA | TLA |
| TLA-vector_iF | TCACAGGTATTTATTCGCGA | TLA |
| TLA-vector_iR | TTGTTACACCGTTTTCCATG | TLA |
| qPCR-CS38_F | GCAAAGCTCGACCTACACTTC | qPCR |
| qPCR-CS38_R | ATTTACAGTGCGAGGGTCTCC | qPCR |
| qPCR-CS39_F | TCACGCTGACACTGTGTTTG | qPCR |
| qPCR-CS39_R | GCAGGTTACGTAATGTGTGCTG | qPCR |
| qPCR-CS40a_F | TGGTGGTGAAGAAGCGGTAAG | qPCR |
| qPCR-CS40a_R | CGACAGCCTTTCCATCTGTTTG | qPCR |
| qPCR-Hoxd8d9_F | TCAGCGGTCCAAACCCAAGTCA | qPCR |
| qPCR-Hoxd8d9_R | CTGCACCACAACGCTAGCTTTAC | qPCR |
| qPCR-Aldh1a2_F | CTCTTTGGCCATAAACGTTCCC | qPCR |
| qPCR-Aldh1a2_R | TAAAGTGACCGAGCAAGCAC | qPCR |
| 4C-CS38_iF | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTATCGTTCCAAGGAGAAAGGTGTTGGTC | 4C-seq |
| 4C-CS38_iR | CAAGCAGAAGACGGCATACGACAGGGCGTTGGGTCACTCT | 4C-seq |
| 4C-CS40_iF | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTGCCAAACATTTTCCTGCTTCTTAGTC | 4C-seq |
| 4C-CS40_iR | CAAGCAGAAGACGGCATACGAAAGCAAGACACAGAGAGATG | 4C-seq |
| 4C-CTCF-left_iF | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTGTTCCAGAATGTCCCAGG | 4C-seq |
| 4C-CTCF-left_iR | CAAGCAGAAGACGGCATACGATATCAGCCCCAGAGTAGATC | 4C-seq |
| 4C-CTCF-right_iF | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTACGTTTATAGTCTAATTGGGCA | 4C-seq |
| 4C-CTCF-right_iR | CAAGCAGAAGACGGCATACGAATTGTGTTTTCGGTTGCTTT | 4C-seq |
| RT-qPCR_Btg1_F | gtgtccttcatctccaagttcc | RT-qPCR |
| RT-qPCR_Btg1_R | TAATGTTctgccagcagctc | RT-qPCR |
| RT-qPCR_Tbp_F | CTACCGTGAATCTTGGCTGTAAAC | RT-qPCR |
| RT-qPCR_Tbp_R | AATCAACGCAGTTGTCCGTGGC | RT-qPCR |
| RT-qPCR_Actb_F | CATTGCTGACAGGATGCAGAAGG | RT-qPCR |
| RT-qPCR_Actb_R | TGCTGGAAGGTGGACAGTGAGG | RT-qPCR |

**S2 Table.** List of TLA, qPCR, 4C-seq and RT-qPCR primers used in this study. For the 4C-seq primers, Illumina Solexa sequencing adapters are indicated in red (long adapter) or blue (short adapter). For both CS38 and CS40 viewpoints, a 4 bp barcode (underlined) was present between the long sequencing adapter and the rest of the primer. F: forward. 

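The primers of S2 Table were matched to mm10 to place the amplicons and viewpoints on the sites described in the text. The primer pair for CS38 lies at 75137926 to 75138009 on chromosome 2, inside the CS38 site at 75137823 to 75138343. The pair for CS40a lies at 75151179 to 75151252, at the first CS40 site, and its forward primer overlaps the CTCF motif. The inverse primers of the CS38 viewpoint, at 75137201 to 75137630, lie just left of the CS38 peaks. Those of the CS40 viewpoint, at 75151676 to 75152819, surround the second CS40 site. An inverse PCR amplifies outward from the viewpoint, so the forward primers match the minus strand and the reverse primers the plus strand.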

R: reverse. iF: inverse forward. iR: inverse reverse.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S3 Table — The name of the oligos indicates their approximate position on the TgN(38–40) transgene or surrounding regions: upstream of the transgene in chr 10 (up); one quarter (1/4), halfway (1/2) or three quarters (3/4) into the transgene; 3’ part of transgene vector (pEpi3) and downstream of the transgene in chr10 (down). Two pairs of primers (1 or 2) were design to target the same region. Underlined, sequence matching target DNA. Red, sequence of the T7 promoter for sgRNA production. Cyan, RNA scaffold for the Cas9 enzyme. A G was added (highlighted in black) when not present in the original target sequence, to ensure efficient sgRNA transcription.

**S3 Table**

| **EnGen-compatible oligo** | **Sequence** |
| --- | --- |
| EnGen_up_1 | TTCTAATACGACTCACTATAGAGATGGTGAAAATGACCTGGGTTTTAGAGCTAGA |
| EnGen_up_2 | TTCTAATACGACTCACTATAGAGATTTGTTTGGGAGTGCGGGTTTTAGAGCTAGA |
| EnGen_1/4_1 | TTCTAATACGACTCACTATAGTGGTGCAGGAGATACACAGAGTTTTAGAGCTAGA |
| EnGen_1/4_2 | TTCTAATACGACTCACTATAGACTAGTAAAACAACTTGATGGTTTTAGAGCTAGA |
| EnGen_1/2_1 | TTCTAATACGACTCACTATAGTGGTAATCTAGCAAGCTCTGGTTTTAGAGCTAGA |
| EnGen_1/2_2 | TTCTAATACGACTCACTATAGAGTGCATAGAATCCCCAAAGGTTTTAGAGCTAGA |
| EnGen_3/4_1 | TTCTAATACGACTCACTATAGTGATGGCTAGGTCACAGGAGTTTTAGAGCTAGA |
| EnGen_3/4_2 | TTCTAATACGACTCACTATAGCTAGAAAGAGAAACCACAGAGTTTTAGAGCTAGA |
| EnGen_pEpi3_1 | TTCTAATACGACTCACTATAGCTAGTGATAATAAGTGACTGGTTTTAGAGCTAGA |
| EnGen_pEpi3_2 | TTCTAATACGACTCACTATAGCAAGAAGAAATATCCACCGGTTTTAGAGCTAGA |
| EnGen_down_1 | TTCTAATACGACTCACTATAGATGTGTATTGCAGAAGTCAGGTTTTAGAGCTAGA |
| EnGen_down_2 | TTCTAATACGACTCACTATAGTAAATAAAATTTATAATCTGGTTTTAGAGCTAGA |

**S3 Table.** EnGen-compatible DNA oligos used as templates for sgRNA production. The name of the oligos indicates their approximate position on the *TgN(38-40)* transgene or surrounding regions: upstream of the transgene in chr 10 (up); one quarter (1/4), halfway (1/2) or three quarters (3/4) into the transgene; 3' part of transgene vector (pEpi3) and downstream of the transgene in chr10 (down). Two pairs of primers (1 or 2) were design to target the same region. Underlined, sequence matching target DNA. Red, sequence of the T7 promoter for sgRNA production. Cyan, RNA scaffold for the Cas9 enzyme. A G was added (highlighted in black) when not present in the original target sequence, to ensure efficient sgRNA transcription.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S4 Table — Target reads are reads mapping to the construct or the integration site. Construct coordinates taken into consideration: chr2:75123000–75160000 (mm10). Considered integration site: chr10:97018700–97019300 (mm10). *Ratio of bases of the mutant construction (64,420 bp; see Fig 2D) relative to the haploid mouse genome (around 2.6 Gb): 2.457384e-05.

**S4 Table**

| **MinION output summary** | |
| --- | --- |
| Longest mapped read | 76,241 bp |
| N50 | 7,610 bp |
| Longest target read | 36,312 bp |
| N50 of target reads | 9,878 bp |
| ***Reads above 0 kb (all reads)*** | |
| Total reads | 776,913 |
| Target reads | 433 |
| Reads fully mapped on the mutant construction | 248 out of 776,913  (ratio 3.192121e-04) |
| Bases fully mapped on the mutant construction | 1,654,070 out of 2,823,381,905 (ratio 5.858471e-04) |
| Enrichment of bases fully mapped on the mutant construction  (5.858471e-04/2.457384e-05*) | 23.84028 |
| ***Reads above 2 kb*** | |
| Total reads | 372,655 |
| Target reads | 240 |
| Reads fully mapped on the mutant construction | 180 out of 372,655  (ratio 4.830205e-04) |
| Bases fully mapped on the mutant construction | 1,583,862 out of 2,495,725,562 (ratio 6.346299e-04) |
| Enrichment of bases fully mapped on the mutant construction  (6.346299e-04/2.457384e-05*) | 25.82543 |

**S4 Table.** Summary of the MinION sequencing output. Target reads are reads mapping to the construct or the integration site. Construct coordinates taken into consideration: chr2:75123000-75160000 (mm10). Considered integration site: chr10:97018700-97019300 (mm10). *Ratio of bases of the mutant construction (64,420 bp; see Fig 2D) relative to the haploid mouse genome (around 2.6 Gb): 2.457384e-05.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S5 Table — Two samples were sequenced: TgN3840 (mutant) and Wt (control). Both were subsequently mapped either on mm10 wild-type mouse genome or the custom TgN(38–40) genome. Total reads correspond to all raw reads obtained from the sequencing platform. Cis-far reads correspond to intra-chromosomal interactions located further than 10 kb. All sequencing outputs are shown as base pairs (bp).

**S5 Table**

| **Sample** | **Total reads** | **Paired read** | **Valid pairs** | **Deduplication unique read pairs** | **Deduplication unique cis-far reads** |
| --- | --- | --- | --- | --- | --- |
| E12 Limbs TgN3840 map mm10 | 96,383,826 | 54,092,058 | 52,976,891 | 51,582,332 | 32,235,636 |
| E12 Limbs TgN3840 map TgN3840 | 96,383,826 | 81,045,553 | 79,748,405 | 78,059,314 | 40,600,249 |
| E12 Limbs Wt  map mm10 | 140,552,702 | 80,733,773 | 78,828,076 | 76,191,470 | 49,239,923 |
| E12 Limbs Wt  map TgN3840 | 140,552,702 | 119,258,173 | 117,078,012 | 113,895,884 | 61,080,153 |

**S5 Table.** Summary of the Hi-C sequencing output. Two samples were sequenced: TgN3840 (mutant) and Wt (control). Both were subsequently mapped either on mm10 wild-type mouse genome or the custom TgN(38-40) genome. Total reads correspond to all raw reads obtained from the sequencing platform. Cis-far reads correspond to intra-chromosomal interactions located further than 10 kb. All sequencing outputs are sown as base pairs (bp).

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S6 Table

**S6 Table**

| **Viewpoint name and genotype (in italics)** | **Total reads** | **Mapped reads** | **Proportion of mapped reads** |
| --- | --- | --- | --- |
| E12 Limbs *Wt* CTCF-right | 3,280,736 | 2,868,671 | 87.44 |
| E12 Limbs *TgN3840* CTCF-right | 2,996,923 | 2,603,075 | 86.86 |
| E12 Limbs *TgN3840* CS40 | 3,650,116 | 3,363,099 | 92.14 |
| E12 Limbs *Wt* CTCF-left | 3,857,330 | 3,216,376 | 83.38 |
| E12 Limbs *TgN3840* CTCF-left | 4,323,410 | 3,570,129 | 82.58 |
| E12 Limbs *TgN3840*_CS38 | 3,305,420 | 2,947,165 | 89.16 |

**S6 Table**. Summary of mapped reads from 4C-seq experiments.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S7 Table

**S7 Table**

| File name | Number of fragments | % of trans-interactions | Signal in plotted regions | Number of plotted fragments |
| --- | --- | --- | --- | --- |
| segToFrag_E12_Limbs_TgN3840_CS40.bw | 27,133 | 80.95 | 9.31 | 1196 |
| segToFrag_E12_Limbs_TgN3840_CS38.bw | 36,895 | 73.27 | 14.55 | 1648 |
| segToFrag_E12_Limbs_TgN3840_CTCF-right.bw | 20,821 | 72.78 | 14.77 | 1274 |
| segToFrag_E12_Limbs_Wt_CTCF-right.bw | 21,242 | 71.71 | 17.87 | 1419 |
| segToFrag_E12_Limbs_TgN3840_CTCF-left.bw | 33,374 | 75.03 | 15.25 | 1476 |
| segToFrag_E12_Limbs_Wt_CTCF-left.bw | 33,257 | 74.52 | 16.16 | 1539 |

**S7 Table**. Summary of 4C-seq fragment distribution.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S8 Table — Wild-type ChIP-seq data of CTCF, RAD21, and H3K27ac were retrieved from a previous publication of our group (see Data availability). WL: whole limbs. DFL: distal forelimbs.

**S8 Table**

| **Experiment** | **Genotype** | **Tissue** | **Biological replicates** |
| --- | --- | --- | --- |
| CTCF ChIP-seq | *Wild-type* | E12.5 WL | 1 |
| CTCF ChIPm | *TgN(38-40)/Wt;*  *del(CS38-40)^-/-^* | E12.5 WL | 2 |
| RAD21 ChIP-seq | *Wild-type* | E12.5 WL | 1 |
| RAD21 ChIPm | *TgN(38-40)/Wt;*  *del(CS38-40)^-/-^* | E12.5 WL | 2 |
| H3K27ac ChIP-seq | *Wild-type* | E12.5 DFL | 1 |

**S8 Table.** Biological replicates of the ChIP-seq and ChIPmentation (ChIPm) experiments. 

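S8 Table lists how many embryonic samples stand behind each ChIP track. Of the 3697 strongest RAD21 peaks of TgN(38-40) replicate 2 by q-value, 66.7% were found in replicate 1. In the following groups of about that size, in order of rank, the share was 27.0%, 8.68% and 2.65%. The weaker RAD21 peaks of replicate 2 were thus mostly called in replicate 2 alone. The wild-type library has no replicate, so its values carry no estimate of error. The wild-type CTCF and H3K27ac libraries were not analysed here.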

*Wild-type* ChIP-seq data of CTCF, RAD21, and H3K27ac were retrieved from a previous publication of our group (see Data availability). WL: whole limbs. DFL: distal forelimbs.

# Supplementary material for: Induction of a chromatin boundary in vivo upon insertion of a TAD border
**Source:** PLoS Genet. 2021 Jul 22;17(7):e1009691. doi: 10.1371/journal.pgen.1009691
**Supplement:** S9 Table — Genotypes of 4C-seq samples are colored in the same way than the corresponding tracks of Fig 3. WL: whole limbs (including both forelimbs and hindlimbs).

**S9 Table**

| **Experiment** | **Viewpoint** | **Genotype** | **Tissue** |
| --- | --- | --- | --- |
| 4C-seq | CS38 | *TgN(38-40)/TgN(38-40)* | E12.5 WL |
|  | CS40 | *TgN(38-40)/TgN(38-40)* | E12.5 WL |
|  | CTCF-left | *Wt/Wt* | E12.5 WL |
|  |  | *TgN(38-40)/TgN(38-40)* | E12.5 WL |
|  | 3’ *Btg1* | *Wt/Wt* | E12.5 WL |
|  |  | *TgN(38-40)/TgN(38-40)* | E12.5 WL |
|  | CTCF-right | *Wt/Wt* | E12.5 WL |
|  |  | *TgN(38-40)/TgN(38-40)* | E12.5 WL |
| Hi-C | Not applicable | *Wt/Wt* | E12.5 WL |
|  |  | *TgN(38-40)/TgN(38-40); del(CS38-40)^-/-^* | E12.5 WL |

**S9 Table.** Genotypes of 4C-seq and Hi-C samples. Genotypes of 4C-seq samples are colored in the same way than the corresponding tracks of Fig 3. WL: whole limbs (including both forelimbs and hindlimbs).

How the deposited data were processed for this re-analysis (not part of the article)

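CTCF and RAD21 were measured by ChIPmentation in E12.5 whole limbs of TgN(38-40)/Wt; del(CS38-40)-/- embryos, in 2 biological replicates per antibody according to S8 Table. A wild-type RAD21 ChIP-seq library of an earlier study was the only wild-type library used. The input libraries have no peak list and were not used. The replicates are numbered in the deposited peak lists, and no pairing between the antibodies is stated. The host locus was hemizygous for the insertion in these embryos, so signal at the host sites comes from both the carrier and the wild-type chromosome 10.

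The authors mapped the reads to mm10 or to the TgN(38-40) custom genome and called peaks on each replicate with MACS2 at default parameters. For the custom genome all reads were kept, so its lists differ from those of mm10 in read filtering as well as in sequence. The submitters' processing notes name cutadapt 1.16, Bowtie2 2.3.4.1 and MACS2 2.1.1.20160309 among the tools. In the deposited lists, each peak has a fold enrichment, which is the ratio of its pileup at the summit to the local expectation, and -log10 of a p-value and of a q-value, all computed by the authors. Every deposited peak has a q-value under 0.05, the default of MACS2. The sources used here do not give the control used by MACS2 or the number of reads, so the precision of a fold within a library is unknown. A peak absent from a list is a site below the threshold in that library, which is not the same as an unbound site.

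From these lists, peaks were counted and compared by overlap of at least 1 bp, and ranked within each list by q-value or by fold. Folds were never compared between lists. The sites of region CS38-40 are the CTCF and RAD21 peaks of all mm10 lists, merged where they overlap, between 75122702 and 75160145 on chromosome 2, the extent of the fosmid clone. Each of the 3 holds a CTCF peak. The host TAD was taken from the paper's methods as 96120001 to 97019221 and 97083637 to 97400000 on chromosome 10 of the custom genome, without the insert. Its peaks were ranked among windows of the same length on the autosomes. The share of RAD21 peaks on CTCF peaks was compared with 1000 circular shifts of the RAD21 peaks within chromosomes. Peaks are not replicates, so this test describes these lists.

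The sequence and gene annotation are GRCm38 and GENCODE M21. The custom genome sequence was not used here. Left of the insertion, positions in the custom genome are those of mm10. Right of it no coordinate was converted, and peaks of the 2 lists of a library were matched by the most common difference between their summits. A CTCF motif model of 19 bp was learned from 2000 CTCF peaks of replicate 2, the strongest after the first 100, on autosomes other than 2 and 10, and searched within 50 bp of each summit. The paper determined orientation with another matrix. Reference names follow the assembly, and 1-based positions are given.

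Sites named in the text were fixed by a rule before the data were examined. They are every peak in the fosmid, the insert or the host TAD, the CTCF-left and CTCF-right viewpoints, the 3 strongest peaks of each list, and peaks within 5000 bp of the genes of 5 lists. The lists are the HoxD locus, boundary loci named in the introduction, classic CTCF loci, limb patterning genes and Btg1 of the host TAD. The motif search, the ratios between neighbouring peaks, the share of RAD21 peaks at promoters, the comparison of the strongest peaks, the recovery of chromosome X peaks and the matching of peaks between the genomes were chosen after the data were seen. Alternatives set before were stricter q-values, other definitions of overlap, leaving out a replicate, the custom genome, -log10 p in place of fold and a wider TAD.

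Levels of Btg1 and Tbp were computed from the Ct values in the paper's S10 Table, as the mean of triplicates relative to Actb on the log2 scale. S10 Table holds 31 wild-type and 27 TgN(38-40)/Wt embryos on 3 plates. Genotypes were compared by two-sided permutation tests with 100000 resamples, exact, over all arrangements, where a plate held fewer than 10 embryos of a genotype. All 58 embryos were measured in both tissues, and the difference between tissues was taken within each embryo.

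The overlap test, the recovery test and the motif search were tested on simulated data. A planted share of 60% of 1000 simulated peaks was recovered as 60.1%, and 4 of 40 unrelated lists had a p under 0.05, where 2 were due by chance. In a simulated loss of 50% of the X peaks, the ratio of found to expected peaks was 0.567, and it was 1.01 without loss. Planted motifs were found at their place and strand in 100% of 600 sequences. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.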

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

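The tests of the strongest peaks and of chromosome X were chosen after the lists had been seen, and the shares with the CTCF motif and the counts of X peaks at equal length after the results had been seen.

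The effect of the transgene on Btg1 mRNA differed between tissues, by a test of the difference itself. From the Ct values of S10 Table, the log2 effect in distal forelimbs minus that in liver was -0.29 (31 wild-type and 27 TgN(38-40)/Wt embryos, permutation of genotype over both tissues, p = 0.00025). The paper reports a decrease in distal limbs and none in liver (Fig 4F).

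Among the 50 strongest peaks by q-value of each of the 4 TgN(38-40) lists on mm10, 4 peaks were shared by all 4 lists, a signal outside the sites the paper discusses, among them the strongest of each list, on chromosome 9 at 35305148 to 35305583 in CTCF replicate 2, in an intron of the long non-coding RNA gene Gm33838. On the custom genome that peak came second in each list, after another on chromosome 12. Of the next 1000 CTCF peaks in rank of replicate 2, 996 lay on assembled chromosomes. Of these 996, 84.3% carried the CTCF motif, which was searched within 50 bp of the summit. Strong joint binding of CTCF and cohesin is argued against, since 0 of the 4 shared peaks carried it (Fisher's exact test, p = 0.000635). Part of those 1000 peaks had served to learn the motif, and against the 177 that had not, 90.4% with the motif, p was 0.000138. A candidate explanation is sequence that collects reads whatever the antibody, since the share with the motif was 0% and a mean of 80.6% of their bases was repeat-masked, against 10.3%. All 4 also occur in the wild-type RAD21 list but none among its 50 strongest, and an input library, which would decide, was not analysed here.

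RAD21 replicate 1 held 4102 peaks against 14787 in replicate 2. Lower depth or enrichment may be the reason, since 95.0% of its peaks were also in replicate 2, although 64.5% were in the equally long top of replicate 2 and 55.2% by reciprocal overlap of at least 50%. An antibody signal from another target stays open. At equal length the share of peaks on CTCF was only slightly lower than in replicate 2 (-3.83 percentage points). However, 51.3% of the CTCF peaks of replicate 1 had the CTCF motif within 50 bp of the summit. A peak on CTCF therefore need not be at a CTCF summit with a motif. The share of CTCF peaks with a motif anywhere in the peak was not determined. The motif stood near the summit in 41.8% of the RAD21 peaks of replicate 1, 61.7% of those of replicate 2 and 94.7% of the wild-type peaks at equal length, and anywhere in the peak, which is narrower in replicate 1, in 77.7%, 97.6% and 97.9%. No biological explanation was tested, and the read depth is unknown.

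Of the 302 RAD21 peaks of replicate 2 on chromosome X, 17 were found in replicate 1, or 5.63%, a signal in a chromosome the paper does not discuss. By rank decile 40.8 were expected (two-sided permutation, 10000 draws, p = 0.0002, the smallest possible). Found over expected was 0.417 for X against 0.917 to 1.12 for the 19 autosomes. Replicate 1 held only 18 X peaks, a count seen before this test, so the number found could hardly reach that expected. The test restates that count and is no separate evidence that X is low. Loss alike on every chromosome at a given rank of replicate 2 would have left about 40.8 of its X peaks. The 17 found, with X below all 19 autosomes, argue against that for these libraries, although the count was seen first. At equal length the top of replicate 2 held 26 X peaks against those 18 (Fisher's exact test, p = 0.29), and on the custom genome 25 against 29 (p = 0.683), so a shorter list of stronger peaks stays open for the low count. CTCF replicate 1 also had a lower share of its peaks on X, with 1.46% against 1.88%, and the difference was not tested. The sex of the embryos, which could differ between replicates, is not given in the sources used here and stays open. Peaks on chromosome Y in replicates 1 and 2 numbered 4 and 2 in RAD21 and 13 and 14 in CTCF on mm10. On the custom genome they numbered 17 and 12 in RAD21 and 37 and 38 in CTCF. At equal length the RAD21 lists held 4 in replicate 1 against 1 in replicate 2 on mm10. On the custom genome they held 17 against 4. The Y counts were not tested. Also open are other differences between the libraries.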

How the results depend on the processing

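The alternatives for the peak lists were set before the data were examined, except those for the X peaks, chosen after the data were seen. The same is not claimed for the RT-qPCR alternatives, whose Ct values come with the paper. In all 24 alternatives, the share of RAD21 peaks on CTCF peaks stayed above the shifted lists, from 58.7% to 99.5%, with a largest p of 0.0099, the smallest that 100 shifts can give. Of 118 alternative values, 76 kept their direction and side of the threshold or, without a test, stayed within a tolerance, which was 1.5 times the main value for counts, the 95% binomial interval of the main value for shares and 1 SD for ratios. By these tolerances 34 moved, 3 passed a threshold that the main value had not passed, and 5 changed sign. Where a value changed, the cause was not tested, except that stricter q-values keep fewer peaks by construction.

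With a -log10 q of at least 10, CTCF kept 8936 and 13072 peaks and RAD21 345 and 6466. With at least 5, RAD21 replicate 1 kept 2208. CTCF replicate 1 peaks on replicate 2 came to 88.4% at a -log10 q of 5, 87.7% at 10, 77.0% by summits within 100 bp and 80.2% by reciprocal overlap. CTCF replicate 2 on replicate 1 came to 77.2%, 60.0%, 69.9% and 72.8%. RAD21 replicate 1 on replicate 2 came to 94.0%, 86.1%, 78.2% and 55.2%, and replicate 2 on replicate 1 to 17.6%, 4.59%, 21.7% and 15.3%. At a -log10 q of at least 10, CTCF was left at 1 of the 3 sites of CS38-40, 0 of the insert and 4 of the host TAD, or 3.29 per Mb, and RAD21 at 3 sites of the host TAD and 1 of the insert. Wild-type RAD21 was left at 1 of the 3 sites at both 5 and 10. With 40 kb more on either side the host TAD held 11 CTCF peaks. Leaving out each replicate gave 2 to 6 RAD21 peaks in the host TAD and 0 to 2 on the insert; the lower values are those of RAD21 replicate 1 alone. The ratio of CS38 to the first CS40 site was 2.13 by -log10 p and 2.33 by the sum of copies, and to the second 2.66 and 2.54. The sum adds 2 folds that are each over their own expectation, so it is no enrichment ratio. The X peaks found over those expected, 0.417 by rank decile, came to 0.432 with 50 groups of rank, 0.446 with 100 and 0.509 on the custom genome. The permutation p was at most 0.0004. On mm10 these share the same few X peaks of replicate 1. Replicate 1 held 18 X peaks on mm10 and 29 on the custom genome, against 38.2 to 40.8 and 39.3 expected. The ratios could therefore hardly reach 1, and their stability is no support.

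Btg1 in liver, with a log2 difference of 0.01 (permutation p = 0.872), turned sign without passing the test, to -0.0086 with median Ct, -0.0084 without plate 2, -0.0185 without plate 3 and -0.0041 with Tbp as reference. Tbp in liver turned to -0.0186 without plate 3. Tbp in distal forelimbs was 0.12 (permutation p = 0.102). It passed the permutation test at 0.15 centred on the wild-type mean of each plate (p = 0.0261) and 0.20 without plate 2 (p = 0.0331). Against Btg1 as reference it was 0.40 (permutation p = 9e-05), which is the value of Btg1 against Tbp with its sign turned and so no separate test of Tbp. The read depth of the ChIP libraries is unknown, so which sites it limits was not determined.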

Differences from the paper's values

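None of the paper's stated values that were recomputed at the main settings differed by more than 1.5 times. They were the density of CTCF sites in the host TAD, the number of bound CTCF sites in CS38-40 and the number of CTCF sites on the insert. The others were the CS38 to CS40 ratio and the numbers of embryos. The paper's 4 sites on the insert are sites in its sequence. Reads of CS38 were randomly divided between its copies there, so the 4 CTCF peaks do not show 4 bound sites. The paper describes Btg1 as the single protein-coding gene of the host TAD. GENCODE M21, an annotation release other than the VM23 that the paper names for its figures, lists 2 protein-coding genes left of the insertion, Btg1 and Gm5426, the latter a predicted gene of chromosome 10 at 96136603 to 96136914. The paper describes both end viewpoints as bound by RAD21, which holds in the union of replicates, and at CTCF-right in each replicate on the custom genome (folds 5.83 and 9.75), while on mm10 a RAD21 peak was called there in 1 of 2 replicates.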

Other observations

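At the HoxD locus, 9 of 14 genes had a CTCF peak within 5000 bp of the gene body in both replicates, from Evx2 through Hoxd3, which share some peaks. Hoxd13, the gene of digit development, lay next to a peak with a fold of 10.5 in replicate 1 and 17.3 in replicate 2, and Hoxd4 next to one of 10.2 and 10.6. RAD21 had a peak in both replicates at 4 of the 14 genes, in replicate 2 at 10 and in the wild-type list at 10. Atf2, Lnpk, Hoxd1, Mtx2 and Hnrnpa3 had no CTCF peak. Of the 11 genes at boundary loci, 8 had CTCF in both replicates. Epha4, a receptor tyrosine kinase gene, had folds of 11.0 and 8.63, and Lmbr1, whose intron holds the limb enhancer of Shh, had 9.09 and 13.2. Pax3 had no CTCF peak in these lists, nor had Firre, a locus that comprises CTCF sites according to the paper and at which the wild-type RAD21 list held 8 peaks, with a highest fold of 3.92. Of 7 classic CTCF loci, 4 had CTCF in both, among them H19 at 4.04 and 5.12 and Myc at 5.47 and 7.08.

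Of 11 limb patterning genes, 3 had CTCF in both replicates and 7 had none in either. Fgf8, the growth factor of the apical ectodermal ridge, had folds of 6.83 and 12.3, Gli3, a mediator of Hedgehog signalling, 7.57 and 7.90, and Meis1 4.54 and 5.64. Fgf10, Grem1, Tbx5, Tbx4, Pitx1, Hand2 and Shox2 had none, and RAD21 had a peak at 0 of the 11 in replicate 1, the shorter list, at 3 in replicate 2 and at 3 in the wild-type list. The gene Btg1 itself, the single member of the host TAD list, had CTCF in both replicates, with folds of 4.37 and 4.84 on mm10. RAD21 peaks on assembled chromosomes and away from CTCF stood within 1000 bp of the start of a protein-coding gene in 17.7% of cases in replicate 1, 12.7% in replicate 2 and 20.7% in wild-type limbs, against 4.98%, 6.12% and 7.39% of those on CTCF. These shares were not tested, and they were computed after the data were seen.

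From the Ct values of the paper's S10 Table, Btg1 in distal forelimbs had a log2 level relative to Actb of -6.26 ± 0.27 (SD, n = 31) in wild-type and -6.54 ± 0.17 (SD, n = 27) in TgN(38-40)/Wt embryos. The difference of -0.28 (SE 0.06, 0.822-fold) passed the permutation test (p = 2e-05). Within plates the difference was -0.40 on plate 1 (p = 0.00038, permutation), -0.21 on plate 2 (exact permutation, p = 0.0239) and -0.23 on plate 3 (exact permutation, p = 0.197). In liver the difference for Btg1 was 0.01 (p = 0.872), and Tbp, the paper's internal control, had 0.01 in liver (p = 0.841) and 0.12 in distal forelimbs (p = 0.102), each by permutation. The value for Tbp in distal forelimbs depends on the plates, with 0.15 when centred on plates and permuted within them (p = 0.0261) and 0.25 on plate 3 (exact permutation, p = 0.013), but 0.03 on plate 2 (exact permutation, p = 0.796) and 0.06 without plate 1 (permutation, p = 0.537).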
